# Bile diversion to the distal small intestine has comparable metabolic benefits to bariatric surgery

**DOI:** 10.1038/ncomms8715

**Published:** 2015-07-21

**Authors:** Charles Robb Flynn, Vance L. Albaugh, Steven Cai, Joyce Cheung-Flynn, Phillip E. Williams, Robert M. Brucker, Seth R. Bordenstein, Yan Guo, David H. Wasserman, Naji N. Abumrad

## Abstract

Roux-en-Y gastric bypass (RYGB) is highly effective in reversing obesity and associated diabetes. Recent observations in humans suggest a contributing role of increased circulating bile acids in mediating such effects. Here we use a diet-induced obesity (DIO) mouse model and compare metabolic remission when bile flow is diverted through a gallbladder anastomosis to jejunum, ileum or duodenum (sham control). We find that only bile diversion to the ileum results in physiologic changes similar to RYGB, including sustained improvements in weight, glucose tolerance and hepatic steatosis despite differential effects on hepatic gene expression. Circulating free fatty acids and triglycerides decrease while bile acids increase, particularly conjugated tauro-β-muricholic acid, an FXR antagonist. Activity of the hepatic FXR/FGF15 signalling axis is reduced and associated with altered gut microbiota. Thus bile diversion, independent of surgical rearrangement of the gastrointestinal tract, imparts significant weight loss accompanied by improved glucose and lipid homeostasis that are hallmarks of RYGB.

## Abstract (web summary)

Gastric bypass surgery is one of the most effective interventions to achieve durable weight loss. Here, Flynn *et al*. show that, in mice, bile diversion to the small intestine results in beneficial and sustained metabolic improvements similar to Roux-en-Y gastric bypass surgery.

With obesity approaching epidemic proportions, bariatric surgery has undergone steady growth worldwide. Procedures such as the biliopancreatic diversion (BPD) and duodenal switch operations have significant weight loss and diabetes resolution; however, this is at the cost of severe malabsorption and nutritional complications that effectively limits their use. On the other hand, bariatric procedures such as Roux-en-Y gastric bypass (RYGB) and vertical sleeve gastrectomy (VSG) are the most commonly used in the United States with RYGB being the more effective for durable treatment of severe obesity and type 2 diabetes^1^,^2^. The RYGB, which connects a 30 ml stomach pouch to the mid-jejunum, bypassing the entire foregut, imparts both weight loss-dependent and -independent benefits. Several studies have examined the mechanisms involved in early and late improvements following RYGB and VSG. These include, but are not limited to, caloric restriction, rapid delivery of nutrients to the distal intestine, bypass of foregut peptide secretion, altered enterohepatic circulation of bile acids and weight loss^3^,^4^,^5^,^6^,^7^,^8^. In humans, an increase in circulating bile acids is observed as early as 10 days after bariatric surgery and strongly correlates with improved glucose tolerance and lipid metabolism^7^,^8^,^9^,^10^. Both RYGB and VSG increase circulating bile acid levels, suggesting their involvement in the metabolic benefits obtained with these procedures^6^,^10^,^11^. This is supported by studies in rodents in which interposition of a segment of distal ileum within the proximal jejunum improves insulin resistance while increasing circulating primary and secondary bile acids^12^,^13^. Similarly, catheter-mediated bile diversion to the mid-distal jejunum in the rat induces weight loss, decreases adiposity, improves glucose tolerance and increases circulating bile acids^14^.

Bile acids are produced by the liver, stored in the gallbladder (GB) and secreted into the duodenum where they act as amphipathic emulsifiers to facilitate absorption of dietary fats. In addition to this digestive role, bile acids are now known to function as signalling molecules to regulate their own synthesis, energy metabolism, glycemic control and immunity^15^,^16^,^17^,^18^,^19^,^20^. The effects of bile acids on gene transcription are mediated by the farnesoid X receptor (FXR) that is abundant in the ileum and liver^21^, where it serves to downregulate hepatic lipogenesis and bile acid synthesis and export. Seeley and co-workers^22^ recently reported in diet-induced obese (DIO) mice that the full effects of VSG on weight loss and glucose tolerance were diminished with FXR deficiency.

Bile acids strongly interact with the gut microbiota and this interaction is closely linked to metabolic status. In the large intestine, bacteria modify bile acids to yield secondary compounds such as the alpha and beta muricholic acid (α- and β-MCA), which antagonize FXR^23^. Microbiota regulation of FXR occurs primarily in the ileum and proximal colon. Fibroblast growth factor 15 (FGF15; FGF19 in humans) downstream of FXR mediates the consequent effects on liver bile acid metabolism^23^,^24^. Conversely, diet-induced alterations in the bile acid pool influence gut microbiota composition and activity in bile acid modification^25^. Alterations in the microbiota consequent to dietary factors are thought to be potential contributors to the pathogenesis of obesity and type 2 diabetes^26^,^27^,^28^. High fat diet (HFD) in humans^29^ and rodents^27^ increases the ratio of Firmicutes/Bacteroidetes, two major intestinal bacterial populations. The reduction in Bacteroidetes, species active in bile acid deconjugation would contribute to less diversity of the bile acid pool and possibly to negative metabolic effects. When faecal microbiota from human twins discordant for obesity was transplanted into germ-free mice, they resulted in reproducible transmission of the donor metabolic phenotypes^30^. A few studies in rodents and humans demonstrated significant alterations in gut microbiota following RYGB^31^,^32^,^33^,^34^,^35^ and suggested that they significantly contribute to the benefits realized after the procedure; whether altered bile acid metabolism is a factor underlying these changes was not explored.

Although the evidence accumulated to date strongly supports metabolic benefits of bile acid signalling, it is unclear if they can be used effectively for treating DIO and co-morbidities such as diabetes. In particular, and mainly reflecting the difficulty in establishing rodent models of RYGB and bile diversion, it remains unresolved if diverting bile flow to enhance bile acid signalling in the ileum can realize benefits that are as dramatic and sustained as those observed with bariatric surgery. Here we used a mouse model of high fat DIO and comprehensively examined side-by-side over an 8-week period the impact of RYGB compared with diverting bile acids to either the jejunum or ileum on body weight, adiposity, glucose homeostasis and liver metabolism. The effect of the bile acid diversion site on the gut microbiota profile was also examined. We show that when compared in this manner, bile diversion to the ileum results in metabolic remission that is equal or slightly superior to RYGB. The changes reflect a combination of decreased fat absorption, altered enterohepatic bile acid signalling and reversal of the gut microbiota to a lean-like profile.

## Results

### Biliary diversion to the illeum and RYGB reduce body weight

To determine the effects of bile diversion on weight loss and reversal of metabolic dysregulation, we developed three mouse models in which the GB was anastomosed to the duodenum (GB-D), jejunum (GB-J) or ileum (GB-IL) (Fig. 1a). The GB-D served as the sham control, as these mice have a surgical anastomosis without physiologic bile diversion. Three additional groups were studied; an RYGB group^36^, a DIO control and control mice pair-fed to the GB-IL cohort.

The relative efficacy of biliary diversion or RYGB on food intake (Fig. 1b), body weight (Fig. 1c) and body composition (Fig. 1d) was assessed in a mouse model of HFD-induced obesity (DIO). At 1 week post-operative, all mice that underwent surgical procedures including GB-IL and RYGB mice had decreased food consumption (Fig. 1b), consistent with the post-operative period. At 2 weeks the GB-D and GB-J mice increased their food consumption indicating surgical recovery; however, food intake in GB-IL and RYGB mice remained significantly less (Supplementary Fig. 1a). Beyond 2 weeks, mice subjected to the GB-D and GB-J procedures displayed increasing body weight reaching DIO levels by 8 weeks; however, GB-IL and RYGB mice had sustained decreases in food intake (Fig. 1b and Supplementary Fig. 1a). Surprisingly, mice receiving GB-IL procedures exhibited weight loss equal to or greater than that observed with RYGB throughout the remainder of the study. Consistent with the changes in body weight, mice in the GB-IL and RYGB groups had significant reductions in total body fat mass (Fig. 1d). Pair-feeding to the GB-IL cohort did not lead to weight loss similar to the GB-IL group (Supplementary Fig. 1b), collectively suggesting that GB-IL and RYGB induce weight loss through mechanisms beyond reductions in food intake alone.

### Biliary diversion to the ileum increases serum bile acids

To examine the potential effects of bile acid diversion on circulating bile acid levels, we measured total and fractionated bile acid concentrations in DIO controls and bile diverted mice 8 weeks post-operative. Serum bile acid levels were not significantly different among GB-D, GB-J or RYGB cohorts compared with DIO mice (Fig. 2a, Supplementary Figs 2–3 and Supplementary Tables 1–2). However, GB-IL mice showed nearly 10-fold increase in total bile acid levels that were driven primarily by increased tauro-ω-MCA (TωMCA) and tauro-β-MCA (TβMCA). CA content did not significantly differ among the groups. Relative to DIO controls, serum concentrations of most other taurine-conjugated bile acids tended to be higher in GB-IL but the increases were not significant (Fig. 2b). Surprisingly, we did not detect significant increases in any individual bile acid or total bile acid species after RYGB. Thus, biliary diversion to the ileum specifically increased the conjugated bile acid species, TωMCA and TβMCA—the latter being a potent FXR antagonist^23^,^37^.

### Biliary diversion to the ileum improves metabolism

To explore the role of biliary diversion on glucose homeostasis, glucose tolerance tests were performed in all groups (Fig. 3). Fasting blood glucose levels measured at 4 weeks post-operatively were significantly lower in GB-IL and RYGB mice as compared with GB-D and GB-J mice (Fig. 3a). Blood glucose excursions following intraperitoneal glucose challenge at 2, 4 and 8 weeks post-operatively were all significantly lower with GB-IL and RYGB mice as compared with GB-D, GB-J or DIO controls, indicative of improved glucose tolerance. While the GB-J procedure elicited improved glucose tolerance at 2 weeks, the improvements were not sustained by 4 weeks post-operatively (Fig. 3b, Supplementary Fig. 4). Fasting plasma insulin (Fig. 3c) was decreased in the GB-IL group, approaching levels observed in RYGB mice. The changes in glucose and insulin levels corresponded to significantly decreased HOMA-IR, suggesting improved insulin sensitivity (Fig. 3d). Other circulating fasting metabolites also showed differences relative to DIO, with serum cholesterol being decreased in GB-IL but not RYGB, and serum free fatty acids (FFAs) significantly decreased in both GB-IL and RYGB (Fig. 3e,f). Fasting triglycerides did not differ among groups (Fig. 3g). To better define the potential changes in insulin sensitivity, we subjected separate cohorts of DIO, RYGB and GB-IL mice to hyperinsulinemic-euglycemic clamps. Consistent with improvements in whole-body insulin sensitivity, glucose infusion rates over time (Fig. 3h) and averaged during the steady state phase of the clamp (Fig. 3i) were significantly increased in RYGB and GB-IL mice compared with DIO. Thus, the effects of RYGB and GB-IL on whole-body glucose metabolism are a reflection of improvements in insulin action.

The observed decreased circulating FFAs may be reflective of either improved insulin sensitivity or incomplete absorption of fats from the gut. To assess for changes in dietary fat absorption, we collected faeces from these mice and extracted total lipid content, as well as measured faecal cholesterol, FFAs and triglycerides (Fig. 3j–m). GB-IL and RYGB had significant increases in total faecal lipids compared with DIO (Fig. 3j), which corresponded to significant increases in faecal FFAs (Fig. 3l) and triglycerides (Fig. 3m) without a change in faecal cholesterol (Fig. 3k). Overall, the data confirm that there is significant fat malabsorption in both the RYGB and GB-IL models.

### Biliary diversion to the ileum increases energy expenditure

Bile acids are significantly elevated post bariatric surgery in humans^6^,^7^,^8^,^9^,^38^,^39^ and in our GB-IL model (Fig. 2) and have been shown to increase energy expenditure (EE) through TGR5-mediated processes in skeletal muscle and adipose tissue^40^,^41^,^42^. To explore whether changes in EE also contributed to the metabolic improvements in this model, we subjected cohorts of DIO, RYGB and GB-IL mice to 24 h indirect calorimetry under standard conditions at 4 weeks post-operative (Fig. 4a). Analysis of covariance (ANCOVA) was used to adjust EE variables for the group differences in body weight. Measurements of activity, lean mass, fat mass, food intake and locomotor activity were also made concurrently. At the time of calorimetry, RYGB and GB-IL groups weighed significantly less than DIO controls (26.6±1.1 g for RYGB; 26.2±2.4 g for GB-IL and 45.3±2.3 g for DIO; mean±s.e.m., *N*=4). On a per mouse basis, EE (kcal h^−1^) in GB-IL mice (0.29±0.057) and RYGB mice (0.39±0.064) was less than DIO controls (0.45±0.031) (Fig. 4b). ANCOVA was used to assess the impact of bariatric procedures after adjusting for total body mass (TBM) or fat-free mass (FFM) (Supplementary Fig. 5, Supplementary Table 3). Both GB-IL and RYGB mice, relative to DIO controls, displayed increased, ANCOVA model-predicted EEs values (Fig. 4c). Daily food intake (Fig. 4d) was significantly lower during the dark cycle in GB-IL, but was significantly higher in RYGB in both the dark cycle and during the total 24 h period. The frequency of locomoter activity showed a similar differential trend with mice receiving GB-IL displaying a lower number of pedestrian metres travelled compared with DIO or RYGB (Fig. 4e). Locomotor activity in RYGB mice tended to be greater than that in DIO controls.

### Effects of surgical procedures on hepatic gene expression

Hepatic steatosis is a frequent comorbidity of obesity and high fat feeding. Livers were harvested from all mice groups 8 weeks post-operatively for histologic analyses (Fig. 5a). The comparison included age- and gender-matched high fat or chow fed controls. As expected, HFD resulted in severe hepatic steatosis compared with the chow control diet. GB-J or GB-D mice displayed significant reductions in hepatic steatosis relative to DIO mice. However, more marked reductions in hepatic steatosis were observed after GB-IL and RYGB (Fig. 5b).

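Liver RNA was sequenced from 14 male C57BL/6 mice fed the HFD, with 1 library per liver. The groups were 5 DIO mice without surgery, 4 mice with bile diverted from the gallbladder to the ileum (GB-IL) and 5 mice with Roux-en-Y gastric bypass (RYGB). The sample labels give 8 weeks after surgery for the operated mice, as does the paper's text on the livers, whereas the legend of Fig. 5c gives 4 weeks. The paper's methods describe amplification of total RNA with the Ovation kit before Illumina library preparation, and the sample labels name 2 stranded TruSeq kits, for mRNA and for total RNA, without saying which liver had which. The authors aligned the reads to the mm10 mouse genome with TopHat 2 and counted them per gene with HTSeq. The deposited values are these counts, without normalization, for 25212 genes listed by Ensembl identifier and symbol, of which 577 had no count in any liver. The total count per liver lay between 18440676 and 21473005 in DIO (median 19493070), between 19231679 and 26131278 in GB-IL (median 22714099.5) and between 18223135 and 28656631 in RYGB (median 23086207).

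For the values given at each result, the counts were normalized by edgeR's TMM method and expressed as CPM, and means are given with the SD over the livers of a group. Differences were tested with edgeR's quasi-likelihood test in 1 fit of all 14 livers with a mean for each group and no batch term, over the 14252 genes kept by edgeR's filter on low counts, and p-values were adjusted over these genes by the Benjamini-Hochberg method at a false discovery rate (FDR) of 0.05. Gene positions are those of GENCODE M21 on GRCm38 (mm10), to which 24701 of the listed identifiers matched. The common biological coefficient of variation was 0.244 within DIO, 0.295 within RYGB and 0.543 within GB-IL. The fit of all livers used 1 spread per gene for all groups. The wider spread of GB-IL therefore entered the tests of RYGB against DIO, and the narrower spread of RYGB those of GB-IL against DIO. On the first principal component, which held 48.5% of the variance, GB-IL livers 1, 2 and 3 lay at 134, 106 and 20.1, whereas GB-IL liver 4 lay at -35.3, within the range of the DIO livers (-45.7 to -21.9). Sums over lists of genes are given as CPM of the total count, without TMM scaling. RNAs without a poly(A) tail, which a kit for total RNA would retain, made up 158 ± 31.3 CPM (SD, n = 5) in DIO, 156 ± 42.0 CPM (SD, n = 4) in GB-IL and 126 ± 9.20 CPM (SD, n = 5) in RYGB. None of these 3 differences was significant (exact two-sided permutation tests, p = 0.0873 for RYGB against DIO, the smallest of the 3).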

To more closely examine the hepatic changes associated with by the whole-body metabolic improvements and the apparent hepatic resistance to steatosis, we examined changes in hepatic gene expression by RNA-seq (Fig. 5c–i; Supplementary Fig. 6). 

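Of the 38 genes named in Fig. 5c, 36 had enough counts to be tested. In GB-IL compared with DIO, 11 were higher and 25 lower. At the FDR adjusted over all genes tested 1 differed, 2 differed when adjusted over the list alone, and 8 had an unadjusted p below 0.05. In RYGB compared with DIO, 18 were higher and 18 lower, and edgeR's quasi-likelihood test called 0 of them by either adjustment, with 3 at an unadjusted p below 0.05. In that comparison edgeR's exact test called 2 and DESeq2 called 0. The authors printed these genes for the same livers, so the count adjusted over the list alone is not independent evidence.

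*Lpl* (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448), which encodes lipoprotein lipase, had 16.7 ± 7.13 CPM (SD, n = 5) in DIO, 110 ± 73.5 CPM (SD, n = 4) in GB-IL and 43.9 ± 24.4 CPM (SD, n = 5) in RYGB. The log2 fold change in GB-IL was 2.72 (standard error 0.499, adjusted p = 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 GB-IL livers lay above every DIO liver. With any 1 of the 5 DIO livers, GB-IL liver 1 or GB-IL liver 2 left out, the adjusted p for *Lpl* rose to between 0.0581 and 0.0942. In RYGB the log2 fold change was 1.398 (standard error 0.464, adjusted p = 0.458 from the same edgeR test with Benjamini-Hochberg adjustment), although all 5 RYGB livers lay above every DIO liver (exact two-sided permutation test, p = 0.00794, the smallest that 5 livers against 5 allow). Over the alternatives the adjusted p of *Lpl* in RYGB ranged from 0.0117 with limma's voom and sample quality weights to 0.920 without RYGB liver 5, whose 86.2 CPM was the highest of its group. A direct comparison of GB-IL with RYGB gave a log2 difference of 1.32 (standard error 0.481, adjusted p = 0.153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

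Other genes of the panel with small p-values were *Slc10a1* and *Apoc3*. *Slc10a1* had a log2 fold change of -0.66 in GB-IL (standard error 0.270, adjusted p = 0.169 by edgeR with Benjamini-Hochberg adjustment, and 0.0288 without GB-IL liver 4) and of -0.11 in RYGB. *Apoc3* fell by 0.66 on the log2 scale in RYGB (standard error 0.249, adjusted p = 0.507 by edgeR with Benjamini-Hochberg adjustment), with 3 of 5 RYGB livers below every DIO liver.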

Genes potentially regulated by bile acids were manually interrogated for expression changes with GB-IL or RYGB (Fig. 5c). Similar to a recent report^43^, lipoprotein lipase (*Lpl*) was most significantly upregulated (increased 2.4-fold relative) in mice treated with a gut-restricted FXR agonist, fexaramine, relative to DIO controls. 

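*Slco1a4* (ENSMUSG00000030237, chromosome 6, 141805440 to 141856199) had 38.9 ± 12.8 CPM (SD, n = 5) in DIO, 157 ± 125 CPM (SD, n = 4) in GB-IL and 75.4 ± 43.0 CPM (SD, n = 5) in RYGB. Its log2 fold change was 2.01 in GB-IL (standard error 0.550, adjusted p = 0.0586 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 4 livers above every DIO liver, and 0.95 in RYGB (standard error 0.517, adjusted p = 0.626), with 2 of 5 livers above every DIO liver. In GB-IL the adjusted p of *Slco1a4* was 0.00555 with DESeq2, 0.0132 with edgeR's exact test, 0.0491 after a correction for GC content and gene length, 0.0269 without GB-IL liver 3 and 0.0174 without GB-IL liver 4, and the highest over the alternatives was 0.450. In RYGB no alternative brought it below 0.137. *Slco1a4* belongs to a family of neighbouring genes of similar sequence, between which the reads could have been divided in the counting, so its values are uncertain to that extent.

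*Slco1c1* (ENSMUSG00000030235, chromosome 6, 141524368 to 141570177), of the same family, had too few counts to be tested. The counts summed to 4 over the 5 DIO livers (0 to 2 per liver), 10 over the 4 GB-IL livers (0 to 6) and 7 over the 5 RYGB livers (0 to 3). Relative to the total counts scaled by TMM, the rate was 2.79 times that of DIO in GB-IL (exact Clopper-Pearson 95% interval 0.805 to 12.2) and 1.42 times in RYGB (0.362 to 6.63). Exact two-sided permutation tests between livers gave p = 0.357 for GB-IL and p = 0.540 for RYGB, and no difference in *Slco1c1* was detectable at this depth. These intervals cover counting error only.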

The bile acid transporters, *Slco1a4* (Oatp2) and *Slco1c1* (Oatp1) were similarly upregulated in both GB-IL and RYGB groups. Such increases were in the context of relatively unchanged *FXR* expression. 

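*Nr1h4* (ENSMUSG00000047638, chromosome 10, 89454234 to 89533585), which encodes FXR, had 131 ± 26.3 CPM (SD, n = 5) in DIO, 77.7 ± 46.5 CPM (SD, n = 4) in GB-IL and 98.2 ± 13.3 CPM (SD, n = 5) in RYGB. The log2 fold change was -0.75 in GB-IL (standard error 0.348, adjusted p = 0.210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.42 in RYGB (standard error 0.324, adjusted p = 0.744). In GB-IL 2 of 4 livers lay below every DIO liver, and in RYGB 1 of 5 did. With each liver left out in turn, the log2 fold change stayed between -1.03 and -0.48 in GB-IL and between -0.52 and -0.33 in RYGB, and no omission brought its adjusted p below 0.0519.

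**Figure D1:**
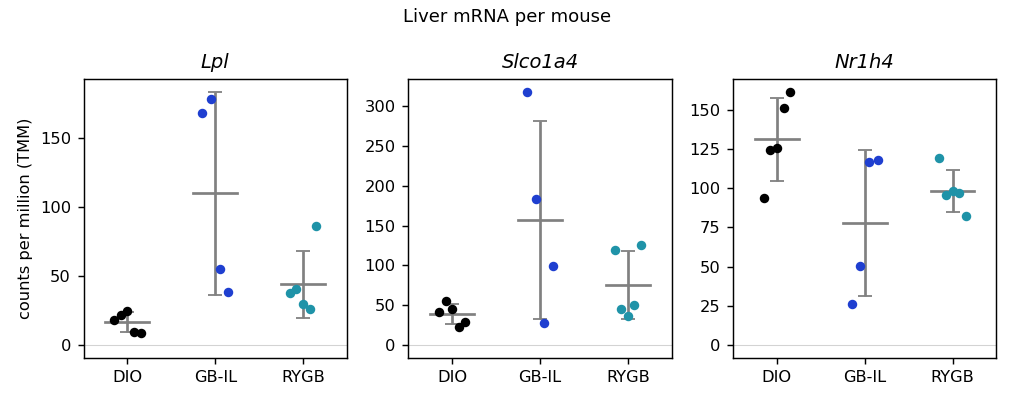
CPM of *Lpl*, *Slco1a4* and *Nr1h4* in each liver of the DIO, GB-IL and RYGB groups, on a linear axis for each gene. Points are livers, and grey lines are the group mean and SD. *Lpl* lies between 38.1 and 178 CPM in GB-IL and at 24.8 CPM or less in DIO.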

An unbiased interrogation of the mRNA transcriptome (Ingenuity Pathway Analysis, Qiagen) was conducted (Fig. 5d–i). 

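Between GB-IL and DIO, 449 genes were higher and 16 lower in GB-IL at the FDR of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of 14252 tested. The smallest adjusted p was 0.0278, and the median log2 fold change of the 449 genes was 2.03, against 0.04 for all genes tested. An unadjusted p below 0.05 was found for 3297 genes, of which 2381 were higher in GB-IL. The livers of the groups did not overlap for 595 genes, or 4.17% of those tested, where 1.59% would be given by chance. The number called moved most with the livers included. Without GB-IL liver 4, 2228 genes were higher and 1344 lower, and without any 1 of DIO livers 1 to 5, GB-IL liver 1 or GB-IL liver 2 the same test called 0 genes, at smallest adjusted p-values of 0.0581 to 0.0942 and with 2134 to 2957 genes at an unadjusted p below 0.05. Without RYGB liver 3, which is in neither group but in the fit of all livers, 288 were higher and 6 lower. DESeq2 called 1107 higher and 185 lower, and 456 of its 1292 genes were among the 465. When GB-IL and DIO were fitted without the RYGB livers, edgeR's quasi-likelihood test called 0 genes (2352 at an unadjusted p below 0.05).

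Between RYGB and DIO, edgeR's quasi-likelihood test called 0 genes (smallest adjusted p = 0.218 after Benjamini-Hochberg adjustment), and 1241 genes had an unadjusted p below 0.05, of which 762 were higher in RYGB. Groups that did not overlap were found for 503 genes, or 3.53%, where chance gives 0.794%. On the same counts DESeq2 called 64 higher and 33 lower, edgeR's exact test 239 and 180, and limma's voom with sample quality weights 867 and 823, whereas the edgeR quasi-likelihood fit of RYGB and DIO alone called 17 and 16. Without GB-IL liver 4 the quasi-likelihood fit called 5 genes, and without RYGB liver 4 it called 1. The fit of RYGB and DIO alone had 2328 genes at an unadjusted p below 0.05, more than the 1241 of the fit of all livers. For GB-IL against DIO it was the reverse, with 2352 alone and 3297 with all livers. With 1 spread per gene shared by groups of unlike spread, the numbers called for the 2 operations do not measure which changed the liver more. Between GB-IL and RYGB the quasi-likelihood test called 0 genes, with 3147 at an unadjusted p below 0.05, while DESeq2 called 654 higher and 191 lower in GB-IL, the exact test 203 and 32, and voom with sample quality weights 111 and 4. Without GB-IL liver 3 this comparison gave 23 higher and 1 lower, and without GB-IL liver 4 it gave 1948 and 1172.

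Among genes past the FDR in GB-IL with a mean of at least 1 CPM and no overlap with DIO, *Gpnmb*, *Cd14* and *Shc2* had the largest rises and *Hcn3*, *2610305D13Rik* and *Aatk* the largest falls. *Gpnmb* (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) had 0.3701 ± 0.167 CPM (SD, n = 5) in DIO and 79.8 ± 95.6 CPM (SD, n = 4) in GB-IL, a log2 fold change of 7.73 (standard error 1.23, adjusted p = 0.0278). *Cd14* rose by 5.22 and *Shc2* by 5.03 on the log2 scale, with adjusted p-values of 0.0278 and 0.0496. *Hcn3* fell by 3.06 (adjusted p = 0.0366), *2610305D13Rik* by 2.76 and *Aatk* by 2.20 (both adjusted p = 0.0278). These adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The omissions that left 0 genes called took all 6 of these genes past 0.05, *Hcn3* was also not called without GB-IL liver 3, RYGB liver 2 or RYGB liver 3 (adjusted p = 0.0611, 0.0508 and 0.0503), and *Shc2* without RYGB liver 2, 3 or 4 (adjusted p = 0.0616, 0.0532 and 0.0623). Over all 14252 genes, the log2 fold changes in GB-IL and RYGB against DIO had a Pearson correlation of 0.483 and a Spearman correlation of 0.391. The same 5 DIO livers enter both, and 20 simulations of unchanged groups against these livers, over the 13826 to 13879 genes that the filter kept in each, gave a mean Pearson correlation of 0.444 (range 0.427 to 0.460) and a mean Spearman correlation of 0.418 (range 0.403 to 0.432). The simulations gave each gene 1 spread for all groups, unlike the data, so they do not decide what the shared livers alone give. Genes are not independent replicates, and no p-value is given for these correlations.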

The top three canonical pathways most increased in GB-IL versus DIO livers (Fig. 5d) included agranulocyte adhesion (Fig. 5f), eicosanoid signalling (Fig. 5h) and stellate cell activation (Fig. 5i). Those pathways that changed the greatest in RYGB versus DIO included cholesterol biosynthesis (Fig. 5g), coagulation and stellate cell activation (Fig. 5i). 

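For the pathways the paper names, 9 lists of well-known member genes were written before the data were examined. They are not the lists of Ingenuity Pathway Analysis. Each list was compared with all other genes by limma's camera test at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 27 tests (9 lists in 3 comparisons). In all, 17 of the 27 passed the FDR. With the correlation between genes estimated from the data 0 passed (smallest adjusted p = 0.265), and with limma's fry test 2 passed (agranulocyte adhesion and inflammatory genes in GB-IL against DIO, both adjusted p = 0.0439).

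The agranulocyte adhesion list had a median log2 fold change of 1.04 in GB-IL against DIO, with 54 of 58 genes higher (adjusted p = 1.4e-09 by camera). Of its genes, 17 passed the FDR adjusted over all genes tested and 27 did when adjusted over the list alone, by edgeR's quasi-likelihood test. *Cxcl13* (log2 fold change 4.19, standard error 0.712) and *Mmp12* (2.93, standard error 0.501) had the smallest p-values of this list, each with 4 of 4 GB-IL livers above every DIO liver and an adjusted p of 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 10 genes printed in Fig. 5f, 4 were higher and 6 lower in GB-IL. By edgeR's quasi-likelihood test 0 of them passed the FDR over all genes, 2 passed when adjusted over the list alone, and 6 had an unadjusted p below 0.05, while the exact test called 1 and DESeq2 called 2. In that panel *Ephx2* fell by 1.01 on the log2 scale (adjusted p = 0.0674), *Homer2* fell by 1.11 (adjusted p = 0.0829) and *Per1* rose by 1.59 (adjusted p = 0.132), by edgeR with Benjamini-Hochberg adjustment. Without GB-IL liver 4 the adjusted p of these 3 genes was 0.00300, 0.0138 and 0.0250.

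The eicosanoid signalling list had a median log2 fold change of 0.72, with 24 of 30 genes higher (adjusted p = 0.00121 by camera), and 8 genes past the FDR over all genes tested and 12 when adjusted over the list alone. Without the genes printed in Fig. 5 its median was 0.35 (adjusted p = 0.243 by camera). Of the 10 genes printed in Fig. 5h, 8 were tested. All 8 were higher in GB-IL, 6 past the FDR and 8 when adjusted over the list alone. *Fpr2* (ENSMUSG00000052270, chromosome 17, 17887824 to 17893952) had 1.52 ± 0.811 CPM (SD, n = 5) in DIO and 7.36 ± 4.28 CPM (SD, n = 4) in GB-IL, a log2 fold change of 2.27. *Dpep2* had a log2 fold change of 3.68 (adjusted p = 0.0286) and *Alox5ap* of 1.99 (adjusted p = 0.0287), each with 3 of 4 GB-IL livers above every DIO liver and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The panel's genes with too few counts to be tested were *Alox5*, with 9 counts over the DIO livers and 59 over the GB-IL livers (7.31 times the rate relative to the total counts scaled by TMM, exact Clopper-Pearson 95% interval 3.604 to 16.8), and *Ptgs2*, with 3 and 25 counts (9.30 times, interval 2.84 to 48.1). These intervals cover counting error only. Between livers *Alox5* had 1 to 3 counts in DIO and 2 to 34 in GB-IL (exact two-sided permutation test, p = 0.0318), and *Ptgs2* had 0 to 2 and 1 to 11 (p = 0.0159).

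The stellate cell activation list had a median log2 fold change of 0.89 in GB-IL, with 48 of 56 genes higher (adjusted p = 2.2e-07 by camera), 9 past the FDR over all genes and 23 when adjusted over the list alone. All 10 genes printed in Fig. 5i were higher in GB-IL, 5 past the FDR and 10 when adjusted over the list alone. As for Fig. 5c, the authors printed the genes of Fig. 5f, 5h and 5i for the same livers, so their directions and the counts adjusted over these panels alone are not independent evidence. *Mmp2* (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) rose from 1.99 ± 0.408 CPM (SD, n = 5) in DIO to 9.51 ± 7.82 CPM (SD, n = 4) in GB-IL, a log2 fold change of 2.25. *Icam1* had a log2 fold change of 1.92 (adjusted p = 0.0316) and *Fgfr1* of 1.89 (adjusted p = 0.0336, with 3 of 4 GB-IL livers above and 1 below every DIO liver), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As for *Lpl*, omission of any 1 DIO liver, GB-IL liver 1 or GB-IL liver 2 brought the adjusted p of each gene called for these lists and named here above 0.05 (0.0581 to 0.115), whereas the medians of the 3 lists kept their sign and stayed past the FDR by camera with each of the 14 livers left out. Over these omissions the lowest medians were 0.76 for agranulocyte adhesion, 0.53 for eicosanoid signalling and 0.67 for stellate cell activation.

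**Figure D2:**
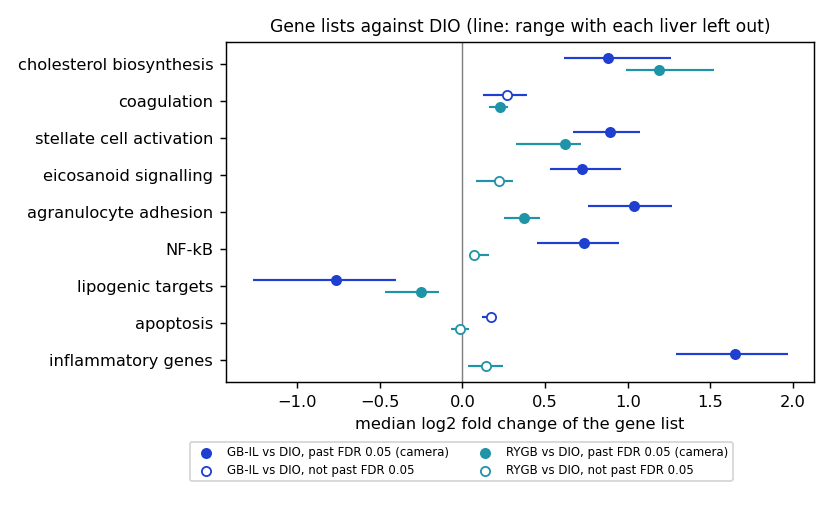
Median log2 fold change against DIO of each of the 9 gene lists, in GB-IL and in RYGB. Filled points passed the FDR by camera, open points did not, and lines span the medians with each of the 14 livers left out. The inflammatory genes have the largest median in GB-IL (1.65) and cholesterol biosynthesis the largest in RYGB (1.19).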

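The cholesterol biosynthesis list had a median log2 fold change of 1.19 in RYGB against DIO, with 20 of 21 genes higher (adjusted p = 4.8e-11 by camera). By edgeR's quasi-likelihood test 0 of its genes passed the FDR adjusted over all genes tested and 15 passed when adjusted over the list alone, 15 had an unadjusted p below 0.05, and the exact test called 8 and DESeq2 called 2. All 10 genes printed in Fig. 5g were higher in RYGB, and the same test called 0 over all genes and 10 when adjusted over the list alone, with 10 at an unadjusted p below 0.05, 7 called by the exact test and 2 by DESeq2. The authors printed the genes of Fig. 5g, and those of Fig. 5i below, for the same livers, so their directions and the counts adjusted over these panels alone are not independent evidence. *Sqle* (ENSMUSG00000022351, chromosome 15, 59315077 to 59331192), which encodes squalene epoxidase, had 32.4 ± 30.8 CPM (SD, n = 5) in DIO and 126 ± 67.1 CPM (SD, n = 5) in RYGB, a log2 fold change of 1.96 (standard error 0.560, adjusted p = 0.383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of 5 RYGB livers lay above every DIO liver. *Idi1* rose from 90.0 ± 66.0 to 360 ± 218 CPM (log2 fold change 2.00, standard error 0.578) and *Lss* from 35.8 ± 16.5 to 102 ± 65.0 CPM (log2 fold change 1.51, standard error 0.461), each with 4 of 5 RYGB livers above every DIO liver. Over the alternatives the lowest adjusted p of these 3 genes was 0.00649, 0.00741 and 0.00879, in each case from voom with sample quality weights. In GB-IL the same list had a median of 0.88, with 20 of 21 genes higher (adjusted p = 2.2e-04 by camera), and the difference between GB-IL and RYGB was -0.30 (adjusted p = 0.319 by camera). That difference passed the FDR without GB-IL liver 2 (median -0.55, adjusted p = 0.0294 by camera) and without RYGB liver 5 (median -0.56, adjusted p = 0.00136 by camera).

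The coagulation list had a median log2 fold change of 0.23 in RYGB, with 21 of 30 genes higher (adjusted p = 0.0250 by camera), and edgeR's quasi-likelihood test called 0 of its genes by either adjustment (5 at an unadjusted p below 0.05, 3 called by the exact test and 0 by DESeq2). This list did not pass the FDR without DIO liver 2 (adjusted p = 0.0968), RYGB liver 1 (0.0508) or RYGB liver 5 (0.0513) by camera. *Tfpi* had a log2 fold change of 0.83 (standard error 0.247, adjusted p = 0.387 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5 of 5 RYGB livers above every DIO liver. In GB-IL the coagulation list had a median of 0.27, with 19 of 30 genes higher (adjusted p = 0.120 by camera, and 0.0407 without GB-IL liver 1 and 0.0428 without GB-IL liver 2). By edgeR's quasi-likelihood test 7 of its genes passed the FDR over all genes tested, all 7 higher in GB-IL, and 9 when adjusted over the list alone, while the exact test called 8 and DESeq2 called 8. The quasi-likelihood test called 0 genes in GB-IL without any 1 DIO liver, GB-IL liver 1 or GB-IL liver 2 (2134 to 2957 of all genes at an unadjusted p below 0.05). The difference of the list between GB-IL and RYGB was 0.04 (adjusted p = 0.777 by camera).

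The stellate cell activation list had a median log2 fold change of 0.62 in RYGB, with 47 of 56 genes higher (adjusted p = 1.8e-08 by camera). By edgeR's quasi-likelihood test 0 of its genes passed by either adjustment, 20 had an unadjusted p below 0.05, and the exact test called 11 and DESeq2 called 1. *Col5a2* had the smallest p-value of the list, with a log2 fold change of 1.29 (standard error 0.328, adjusted p = 0.331 by edgeR with Benjamini-Hochberg adjustment) and 4 of 5 RYGB livers above every DIO liver. All 10 genes printed in Fig. 5i were higher in RYGB, and the quasi-likelihood test called 0 by either adjustment (3 at an unadjusted p below 0.05, 2 by the exact test, 0 by DESeq2). The smallest p-values in the panel were those of *Fgfr1* (log2 fold change 1.15, standard error 0.408, adjusted p = 0.472, 5 of 5 livers above every DIO liver), *Col4a1* (0.90, adjusted p = 0.516) and *Col1a2* (0.85, adjusted p = 0.551), by edgeR with Benjamini-Hochberg adjustment.

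**Figure D3:**
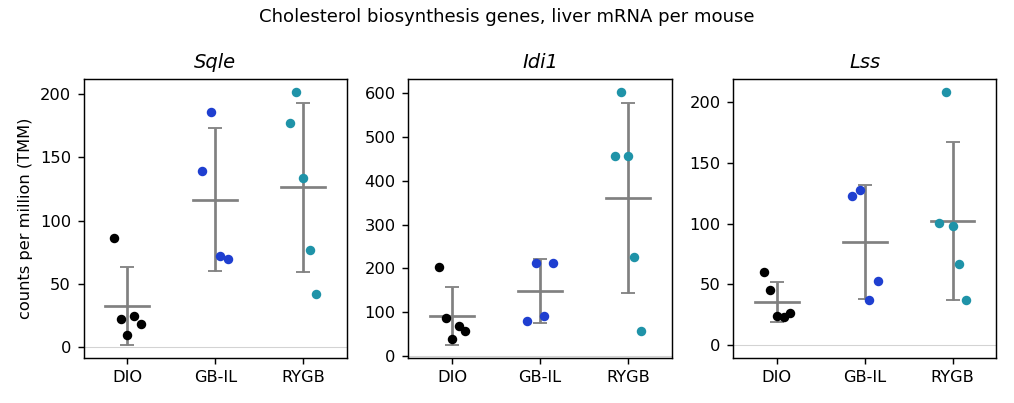
CPM of *Sqle*, *Idi1* and *Lss* in each liver of the DIO, GB-IL and RYGB groups, on a linear axis for each gene. Points are livers, and grey lines are the group mean and SD. *Idi1* reaches 604 CPM in RYGB and 204 CPM in DIO.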

Some markers of NF-κB were significantly increased in GB-IL and/or RYGB mice (Supplementary Fig. 7a). 

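The genes of Supplementary Fig. 7a were not used here, and 32 of the 34 genes of the NF-κB list were tested. In GB-IL their median log2 fold change against DIO was 0.74, with 28 of 32 higher (adjusted p = 1.2e-05 by camera), 7 past the FDR over all genes tested and 12 when adjusted over the list alone, by edgeR's quasi-likelihood test. In RYGB the median was 0.07, with 23 of 32 higher (adjusted p = 0.178 by camera), and the quasi-likelihood test called 0 genes by either adjustment (2 at an unadjusted p below 0.05, 3 called by the exact test and 0 by DESeq2). Without a filter on low counts, the list passed the FDR in RYGB (median 0.10, adjusted p = 0.0460 by camera). The difference between GB-IL and RYGB had a median of 0.58 (adjusted p = 3.6e-04 by camera), with 28 of 32 genes higher in GB-IL.

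*Relb* had 2.31 ± 0.447 CPM (SD, n = 5) in DIO and 11.3 ± 8.28 CPM (SD, n = 4) in GB-IL, a log2 fold change of 2.28 (standard error 0.422, adjusted p = 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 4 livers above every DIO liver. The call was lost (adjusted p up to 0.0942) without any 1 of the 5 DIO livers or without GB-IL liver 1 or 2. In RYGB the smallest p-values of the list were those of *Ccl2* (log2 fold change 1.51, standard error 0.492, adjusted p = 0.445, 3 of 5 livers above every DIO liver) and *Nfkbiz* (0.98, standard error 0.382, adjusted p = 0.516, 5 of 5 livers above every DIO liver), by edgeR with Benjamini-Hochberg adjustment. With edgeR's exact test and Benjamini-Hochberg adjustment, both were past the FDR in RYGB (adjusted p = 0.0480 and 0.00107).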

Interleukin-1b was only increased in GB-IL. 

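*Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) had 2.09 ± 0.702 CPM (SD, n = 5) in DIO, 12.2 ± 6.98 CPM (SD, n = 4) in GB-IL and 2.15 ± 0.959 CPM (SD, n = 5) in RYGB, from 28 to 58 counts per DIO liver. The log2 fold change was 2.54 in GB-IL (standard error 0.450, adjusted p = 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.04 in RYGB (standard error 0.427, adjusted p = 0.985). All 4 GB-IL livers lay above every DIO liver (exact two-sided permutation test, p = 0.00794, the smallest that 4 livers against 5 allow). Leaving out any 1 DIO liver, GB-IL liver 1 or GB-IL liver 2 raised the adjusted p of *Il1b* in GB-IL to between 0.0581 and 0.0942, while its log2 fold change stayed between 2.19 and 2.86. The direct comparison of GB-IL with RYGB gave a log2 difference of 2.50 (standard error 0.448, adjusted p = 0.0552 by the same edgeR test with Benjamini-Hochberg adjustment), with 3 of 4 GB-IL livers above every RYGB liver. The adjusted p of that difference was lowest with DESeq2 (2.2e-05) and highest in the fit of the GB-IL and RYGB groups alone (0.269).

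**Figure D4:**
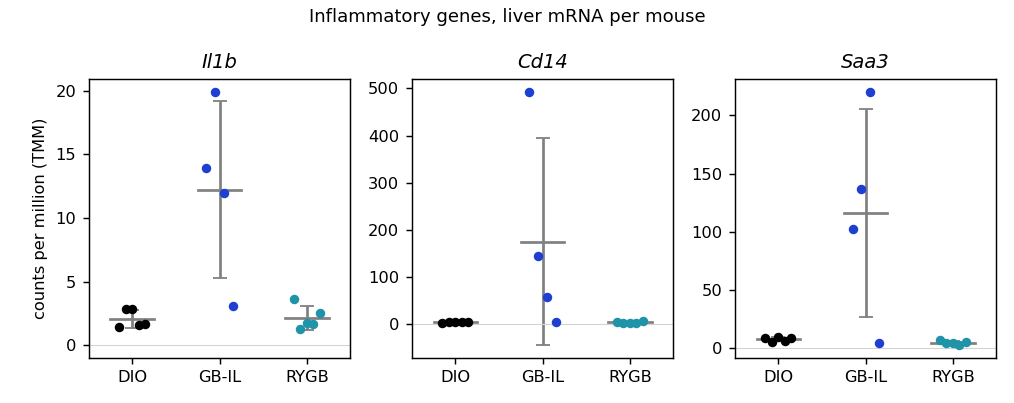
CPM of *Il1b*, *Cd14* and *Saa3* in each liver of the DIO, GB-IL and RYGB groups, on a linear axis for each gene. Points are livers, and grey lines are the group mean and SD. *Il1b* lies between 3.06 and 19.9 CPM in GB-IL and at 3.66 CPM or less in the other groups.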

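The genes of Supplementary Fig. 7b were not used here. All 25 genes of a list of well-known lipogenic genes were tested. In GB-IL their median log2 fold change against DIO was -0.77, with 22 of 25 lower (adjusted p = 1.0e-06 by camera). By edgeR's quasi-likelihood test 0 passed the FDR over all genes tested and 0 when adjusted over the list alone, 7 had an unadjusted p below 0.05, the exact test called 0 and DESeq2 called 4. In RYGB the median was -0.25, with 20 of 25 lower (adjusted p = 0.00268 by camera), and the quasi-likelihood test called 0 over all genes and 1 when adjusted over the list alone, with 4 at an unadjusted p below 0.05, 3 called by the exact test and 1 by DESeq2. The difference between GB-IL and RYGB had a median of -0.49 (adjusted p = 0.00265 by camera), with 17 of 25 genes lower in GB-IL. With each liver left out in turn the medians stayed between -1.27 and -0.40 in GB-IL and between -0.47 and -0.14 in RYGB.

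*Mlxipl* had 283 ± 85.0 CPM (SD, n = 5) in DIO and 109 ± 71.7 CPM (SD, n = 4) in GB-IL, where all 4 livers lay below every DIO liver (log2 fold change -1.37, adjusted p = 0.0962 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dgat2* fell by 0.94 on the log2 scale in GB-IL (adjusted p = 0.0962). Without GB-IL liver 4 both were past the FDR (adjusted p = 0.0181 and 0.0286). *Thrsp* (ENSMUSG00000035686, chromosome 7, 97412938 to 97417730) had 437 ± 234 CPM (SD, n = 5) in DIO and 69.0 ± 47.6 CPM (SD, n = 5) in RYGB, where all 5 livers lay below every DIO liver (log2 fold change -2.67, standard error 0.704, adjusted p = 0.348 by edgeR with Benjamini-Hochberg adjustment). The adjusted p of *Thrsp* in RYGB ranged over the alternatives from 1.7e-04 with edgeR's exact test to 0.828. *Lpin1* fell by 1.61 in RYGB (standard error 0.525, adjusted p = 0.446), with 1 of 5 livers below every DIO liver.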

Lipogenic targets were marginally affected in either GB-IL or RYGB (Supplementary Fig. 7b). 

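For apoptosis and inflammation, lists of 40 well-known genes each were used, of which 39 and 31 were tested. The genes of Supplementary Fig. 7c,d were not used here. The apoptosis list had a median log2 fold change against DIO of 0.17 in GB-IL, with 24 of 39 genes higher (adjusted p = 0.355 by camera), 2 past the FDR over all genes tested and 4 when adjusted over the list alone, by edgeR's quasi-likelihood test. In RYGB its median was -0.01 with 19 of 39 genes higher (adjusted p = 0.450 by camera, which placed the list lower), and its mean was 0.00198. The quasi-likelihood test called 0 of these genes in RYGB by either adjustment (2 at an unadjusted p below 0.05, 0 by the exact test and 0 by DESeq2). The difference between GB-IL and RYGB had a median of 0.23, with 26 of 39 genes higher in GB-IL (adjusted p = 0.134 by camera). *Casp12* had a log2 fold change of 1.57 in GB-IL (standard error 0.326, adjusted p = 0.0287), with 3 of 4 livers above every DIO liver. *Bcl2a1b* had 2.66 (standard error 0.468, adjusted p = 0.0278), with 4 of 4, but it has near-identical neighbouring copies between which reads could have been divided, so its value is uncertain. Both adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

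The inflammatory genes had a median log2 fold change of 1.65 in GB-IL, with 30 of 31 higher (adjusted p = 1.5e-10 by camera), 16 past the FDR over all genes tested and 20 when adjusted over the list alone. In RYGB the median was 0.14, with 20 of 31 higher (adjusted p = 0.344 by camera), and edgeR's quasi-likelihood test called 0 by either adjustment (7 at an unadjusted p below 0.05, 2 by the exact test, 0 by DESeq2). The difference between GB-IL and RYGB had a median of 1.47 (adjusted p = 1.4e-09 by camera), with 29 of 31 genes higher in GB-IL. *Saa3* (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), of a family of similar genes and uncertain to that extent, had 7.81 ± 1.94 CPM (SD, n = 5) in DIO and 116 ± 89.3 CPM (SD, n = 4) in GB-IL, with 3 of 4 livers above and 1 below every DIO liver (log2 fold change 3.89, adjusted p = 0.0278 by edgeR with Benjamini-Hochberg adjustment). *Cd14* had 4.70 ± 0.657 CPM (SD, n = 5) in DIO and 175 ± 220 CPM (SD, n = 4) in GB-IL, with 4 of 4 livers above every DIO liver, the lowest at 5.57 CPM against 5.56 CPM for the highest DIO liver. None of these genes was past the FDR without any 1 DIO liver, GB-IL liver 1 or GB-IL liver 2 (adjusted p of 0.0581 to 0.0942).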

Several apoptotic and inflammatory genes also trended upward in GB-IL more so than RYGB (Supplementary Fig. 7c,d). To determine whether such gene expression changes translated into phenotypic differences, we also surveyed by immunohistochemistry markers of inflammation by F4/80 (Fig. 5j; Supplementary Fig. 8d–f), proliferation by Ki-67 (Fig. 5k; Supplementary Fig. 8g–i) and apoptosis by caspase 3 staining (Fig. 5l, Supplementary Fig. 8j–l). The significant individual gene expression profiles did not appear to translate into effects on histologic phenotypes. 

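In GB-IL 1 of the 31 inflammatory genes tested was lower than in DIO, and in RYGB 11 were, and none of them was past the FDR as a decrease in either group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Marker genes of liver cell types were also summed per liver, as CPM of the total count. The macrophage list had 911 ± 188 CPM (SD, n = 5) in DIO, 2072 ± 1131 CPM (SD, n = 4) in GB-IL and 1024 ± 393 CPM (SD, n = 5) in RYGB. All 4 GB-IL livers lay above every DIO liver (exact two-sided permutation test, p = 0.00794), whereas RYGB overlapped with DIO (exact two-sided permutation test, p = 0.611). The list of genes of proliferating cells had 15.7 ± 4.21 CPM in DIO, 24.1 ± 18.8 CPM in GB-IL and 13.2 ± 2.96 CPM in RYGB (exact two-sided permutation tests against DIO, p = 0.389 and p = 0.286). These belong to 60 such tests of composition, of which 0 had an adjusted p below 0.05 after Benjamini-Hochberg adjustment (smallest 0.220). By its sum, the proliferating cell list split the GB-IL livers. Livers 1 and 2, at 9.70 and 5.98 CPM, lay below every DIO liver, and livers 3 and 4, at 41.1 and 39.4 CPM, above. All 11 tested genes of this list were higher in GB-IL (median log2 fold change 0.76), and 3 of 11 were in RYGB (median -0.13). The paper's staining for F4/80, Ki-67 and caspase 3 was not used here.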

Overall the data suggest that both RYGB and GB-IL do not result in substantially improved inflammatory markers as compared with DIO despite the complete reversal of hepatic steatosis; however, there were trends toward increased apoptotic and inflammatory responses.

### Effects of surgical procedures of BA transporters

To gain insight into the mechanisms underlying the metabolic adaptations observed after GB-IL and RYGB mice as compared with DIO controls, we measured expression of bile acid transporters in the ileum and liver with additional measurements of conjugation enzymes in the liver. In the ileum (Fig. 6a), GB-IL but not RYGB markedly increased the apical ileal bile acid transporter (*Ibat*, up 10-fold) and the basolateral bile acid transporters *Ostα* and *Ostβ* (organic solute transporter α and β). GB-IL only increased the apical bile acid-binding protein. In contrast, in the liver, RYGB but not GB-IL strongly increased expression of the canalicular bile salt export pump and the portal multi-specific organic ion transporter 3 (Fig. 6b). Thus, the effect of GB-IL is predominantly on ileal bile acid transport, while RYGB enhances expression of liver bile acid transporters. RYGB, and to a greater extent GB-IL, tended to increase hepatic expression of bile-acid-CoA synthetase, the enzyme facilitating conjugation of CA with taurine, but these increases were not significant. These data are consistent with the enhanced circulation of bile acids with GB-IL.

### Altered hepatic FXR/FGF15 signalling

Given that GB-IL procedure alone was associated with increased circulating bile acids and with increased mRNA expression of bile acid transporters (Fig. 6), we next examined the effect of GB-IL compared with lean and DIO controls with respect to bile acid signalling proteins in the ileum and liver (Fig. 7). FXR expression in the ileum trended upward after GB-IL, while that of TGR5 trended downward (Fig. 7a). GB-IL mice displayed reduced levels of FGF15, a postprandial hormone induced by bile acid and released from the small intestine into the portal circulation where it acts to repress hepatic bile acid synthesis. Expression of the small heterodimer partner (SHP) and the non-receptor tyrosine phosphatase (Shp2) in ileums of GB-IL mice was restored towards levels observed in lean chow fed mice.

It is well established that ileal reabsorption and enterohepatic circulation of bile acids negatively regulate hepatic bile acid synthesis by repressing expression of the rate-limiting enzyme cholesterol 7α-hydroxylase 1 (Cyp7a1)^42^. This effect is likely mediated by increased levels of FGF15 that bind to FGF receptor 4, leading to transactivation of SHP and Shp2 (refs 44, 45). Alternatively, bile acids, acting through FXR, can directly inhibit hepatic Cyp7a1 expression. Thus, under conditions of absent or low bile acids, Cyp7a1 drives bile acid synthesis via the classical pathway to restore bile acid levels; thus, high bile acid availability should decrease the expression of Cyp7a1 leading to repressed bile acid synthesis^46^.

Eight weeks after surgery, GB-IL displayed significantly reduced levels of hepatic FXR relative to lean and DIO controls (Fig. 7b). Consistent with the suppression of FGF15, hepatic expression of Cyp7a1 was dramatically increased in GB-IL mice. The downstream FXR target SHP was slightly increased while the differential expression of Shp2 was not observed across the groups. This pattern of protein expression and the associated decreased FGF15 would be expected with low bile acid availability, in contrast with the increased circulating bile acids we observed with GB-IL (Fig. 2).

### Adaptations of the gut microbiome to bariatric procedures

The microbiota influence bile acid metabolism and excretion^47^, which raises the question whether the change in microbiota is causing the altered bile acid pool in GB-IL. We examined if significant changes in the microbiota occur with bile diversion and if they might explain some of the observed changes. Caecal contents from mice 8 weeks after the biliary diversion procedures were subjected to pyrosequencing, targeting the V3–V4 region of the 16S ribosomal RNA (rRNA) gene^48^. Figure 8 illustrates the breakdown of the bacterial taxonomy at the genera and phyla level. The dominant phylum, Firmicutes, represented 95.5–97.1% of the sequences observed in the DIO, GB-D and GB-J mice, while they only represented 76.0–77.3% of the sequences for the lean and GB-IL mice. The DIO, GB-D and GB-J mice were nearly void of Bacteroidetes, consistent with previous reports that Bacteroidetes bacteria are lower in obese mice and people than in lean controls^31^. In contrast, GB-IL mice had a significant increase in Bacteroidetes thus decreasing the ratio of Firmicutes/Bacteroidetes in a manner similar to that described for bariatric procedures^49^. DIO, GB-D and GB-J mice had marked increases in the relative abundance of the TM7 phyla that was not present in GB-IL mice. GB-IL also had a significant increase in Proteobacteria relative to other groups. Pairwise analysis of the weighted UniFrac (sensitive to the abundances of taxa) indicates that there was a significant difference between the microbiota of GB-IL and the GB-D or GB-J mice (Supplementary Table 4). Each surgical procedure resulted in similar levels of microbial diversity (Supplementary Fig. 9a,b and Supplementary Table 5) but lean mice had the most diverse microbiome overall (*P*<0.05). The individual mice tended to cluster within the treatment groups, with regard to their weighted beta diversity (Supplementary Fig. 9c). To further investigate more specific bacterial strains that might be at work, we probed by 16 rRNA gene reverse transcription (RT–PCR) the abundance of *Christensenella minuta* in DIO, bile diverted and RYGB mice caecal DNA. This leptogenic bacterial species, recently identified as being strongly associated with the lean phenotype in humans^50^, was not detectable in any caecal DNA sample in contrast to *C. minuta* genomic DNA positive controls, therefore these findings relegate this species as minimally relevant to the metabolic improvements observed in this model.

## Discussion

An important role of bile acid signalling in regulating energy metabolism and improving insulin resistance is well supported by recent evidence^51^,^52^,^53^. In this study using a biliary diversion mouse model, we examined the metabolic benefits of bile acids as a function of the intestinal site of bile diversion. The changes in food intake, fat absorption, bile acid signalling and gut microbiota remodelling in the bile diversion mice were compared with those obtained with RYGB, the most common bariatric procedure associated with sustained reversal of diabetes^54^. Among the biliary procedures, diversion of bile flow to the ileum (GB-IL) resulted in the most significant improvements in glucose and lipid metabolism and these were sustained over the 8-week duration of the study. The benefits included weight loss, fat mass reduction, improved glucose tolerance, improved insulin sensitivity and resolution of liver steatosis. These improvements were comparable to those observed after RYGB. However, in contrast to RYGB, bile diversion to the ileum elicited changes in total EE that were independent of TBM. Thus, bile diversion to the ileum confers metabolic benefits similar to RYGB without compromising intestinal continuity. In our hands, bile acid levels after RYGB were not significantly increased.

Bile acid diversion to the ileum (GB-IL) achieves metabolic improvements that are superior to those observed with more proximal intestinal diversions (for example, GB-J) and even, by some metrics, to those after RYGB. GB-IL, as compared with GB-J, resulted in ∼30% less food intake, 40% lower body weight and a body composition similar to that of lean controls. In addition, although the GB-IL mice were maintained on a HFD, glucose tolerance and hepatic lipid content were preserved at levels identical to those measured in lean controls. Pair-feeding did not reconstitute these same improvements, indicating that mechanisms besides hypophagia are at work in this model. This result is consistent with the previous finding that diverting bile to the jejunum improved adiposity and insulin resistance better than a pair-fed sham control^11^,^14^.

Bile acids secreted into the duodenum act as emulsifiers that facilitate absorption of dietary fat by increasing formation of intestinal micelles, aiding the function of pancreatic lipases. It is clear from our studies that a significant, *albeit* partial, component of the metabolic improvements with biliary diversion (Fig. 3), is related to fat malabsorption, evidenced by the increased levels of total faecal fat in GB-IL and the decreased circulating plasma cholesterol and FFA levels. As one would expect fat absorption in the absence of bile is retarded, likely because the pancreatic lipase does not work efficiently in this environment. From a clinical perspective, this impairment of fat absorption is somewhat similar to the BPD procedure popularized by Scopinaro *et al*.^55^. Those patients have significant malabsorption and nutritional deficiencies, presumably because both the biliary and pancreatic secretions are diverted so far distally in the small bowel. In our procedure, only the biliary secretions are diverted to the distal small bowel with the pancreatic secretions maintaining contact with the gastrointestinal tract. The animals tolerated the procedure and did not become anaemic over time.

Bile acid diversion, particularly GB-IL, was associated with enhanced bile acid reabsorption as evident by the marked increases in serum bile acids and by the expression of ileal bile acid transporters Ibats, *Ostα* and *Ostaβ* (Fig. 6a). These findings contrast with those observed with RYGB, where plasma bile acids and ileal bile acid transporters were not increased. The increased availability of circulating bile acids in the GB-IL group and consequent activation of the nuclear bile acid receptor, FXR, would be expected to increase ileal production of FGF15, which migrates to the liver and facilitates inhibition of the rate-limiting enzyme Cyp7a1 to reduce bile acid synthesis via the classical pathway^46^. However, while trending greater relative to DIO, the enhanced expression of FXR in GB-IL mice was not significant. We also did not detect in GB-IL compared with DIO an increase in ileal FGF15 protein content. Instead, hepatic expression of FXR was downregulated resulting in upregulation of Cyp7a1 (Fig. 7a). Taken together these changes are suggestive of other regulatory non-classical pathways involved in bile acid homeostasis. Chen *et al*.^56^ identified an upstream modifier, Shp2, coordinating bile acid stimulation of FXR. The lack of increase in hepatic expression of Shp2 associated with a drop in hepatic expression of FXR would have been expected to result in decreased expression of the SHP; instead we observed significantly increased SHP expression (Fig. 7b), suggesting the existence of additional non-classical alternative pathways involved in bile acid synthesis. This mechanism could be related to the large increases in circulating TβMCA levels observed with GB-IL antagonizing hepatic FXR and leading to relief of FXR-mediated suppression of bile acid synthesis as was previously reported^23^,^57^

There are a number of mechanisms in the GB-IL mouse model that appear to be contributing to the improved metabolic phenotype. Both cohorts, GB-IL and RYGB, compared with DIO, showed significant increases in EE when adjusted for total body weight (Fig. 4e). Unlike RYGB, however, the changes in EE after GB-IL were independent of TBM. These increased metabolic rates after both GB-IL and RYGB were concurrent with significant reductions in food intake in the presence of malabsorption of dietary lipids (Fig. 1b) and locomotor activity (Fig. 4g). GB-IL was also associated with changes in the expression of genes regulating hepatic inflammation although such changes were not readily evident histologically. 

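By other tools run on the same counts, edgeR's exact test called 17 of the 31 inflammatory genes in GB-IL and DESeq2 called 18, and the fit of the GB-IL and DIO groups alone called 0 (21 had an unadjusted p below 0.05 in the fit of all livers). With each of the 14 livers left out, the median log2 fold change of the list stayed between 1.29 and 1.97 in GB-IL and the list stayed past the FDR by camera. Against RYGB, 16 of the genes differed when adjusted over the list alone and 0 when adjusted over all genes tested (edgeR's quasi-likelihood test, 18 at an unadjusted p below 0.05, 11 by the exact test and 15 by DESeq2).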

Taken together, these results indicate that bile diversion to the ileum, unlike RYGB, induces a distinct metabolic phenotype characterized by increased circulating bile acids and a body-weight-independent control of EE that is consistent with the described peripheral TGR5-mediated pathway of homeostatic control^42^. It is possible that excessive bile acid signalling via TGR5 could have been the early driver of these events in the immediate post-operative period, while being later downregulated by other homeostatic mechanisms that aim to preserve body weight. Alternatively, the improved metabolic profile might be related to the effects of the markedly increased bile acids on the gut microbiota.

An increasing body of evidence supports a role of the imbalanced gut microbiota that is induced by HFDs in the development of obesity and its comorbidities^27^,^29^,^58^. We found that high fat feeding decreased microbial diversity and the proportion of Bacteroidetes, Actinobacteria and Proteobacteria, while it increased that of Firmicutes. The observed increase in the ratio of Firmicutes/Bacteroidetes after weight loss is consistent with previous reports. Interestingly, high fat feeding resulted in increased presence of the pro-inflammatory TM7 bacteria, previously reported to be increased in type 2 diabetes^59^,^60^. These high fat induced changes in the microbiota were partially reversed after GB-IL as the mice retained some Bacteroidetes while also expanding their Proteobacteria content^61^. In addition, the GB-IL mice lost the pro-inflammatory phyla TM7 species, which was retained in all the other groups. The changes in our study were not associated with altered *C. minuta*, recently associated with the lean phenotype in human^50^. However, the combined normalization of lipid and glucose homeostasis after bile diversion implicates stabilization of a leptogenic gut microbial community and inhibition of ‘inflammatory' enterobacteria through a bile acid-mediated mechanism reminiscent of the effects elicited by TβMCA after administration of the antioxidant tempol to obese mice^37^. A recent report on remodelling of the obese intestinal microbiome with the antioxidant tempol showed similar microbiome changes that were correlated with increased TβMCA levels^37^.

Overall, our findings in rodents indicate that the biliary diversion model is as effective as RYGB in reversing most negative complications of DIO and provides a useful tool for dissecting the complex mechanisms that lead to weight loss and diabetes resolution. Translation of our findings from rodents to humans will need much additional research related to the long-term effects of the procedure. For example, despite resolution of hepatic steatosis, we observed increases in hepatic expression of genes related to eicosanoid production (GB-IL, Fig. 5h) and stellate activation (both RYGB and GB-IL, Fig. 5i) and potential long-term effects of these changes on liver function will require further investigation.

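In RYGB the eicosanoid signalling list had a median log2 fold change of 0.22 against DIO, with 20 of 30 genes higher (adjusted p = 0.450 by camera), and of the 8 genes tested from Fig. 5h, 7 were higher and edgeR's quasi-likelihood test called 0 by either adjustment (0 at an unadjusted p below 0.05, 0 by the exact test, 0 by DESeq2). The difference between GB-IL and RYGB in this list had a median of 0.36, with 22 of 30 genes higher in GB-IL (adjusted p = 0.00268 by camera), and without the genes printed in Fig. 5 it had a median of 0.18 (adjusted p = 0.363 by camera). For stellate cell activation the difference between GB-IL and RYGB had a median of 0.27, with 36 of 56 genes higher in GB-IL (adjusted p = 0.134 by camera). This difference passed the FDR without GB-IL liver 2 (median 0.28, adjusted p = 0.0286 by camera), GB-IL liver 4 (0.41, 0.0170) or RYGB liver 5 (0.39, 0.00330). The agranulocyte adhesion list had a median of 0.37 in RYGB, with 45 of 58 genes higher (adjusted p = 8.1e-04 by camera), and the difference between GB-IL and RYGB was 0.87 (adjusted p = 3.5e-05 by camera).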

From a clinical standpoint, while biliary diversion to the ileum is a procedure that is less technically demanding than RYGB, the need to interrupt the bile flow through the common bile duct impacts significant risk to the reversibility of such a procedure with at least a choledochojejunostomy or hepaticojejunostomy. Moreover, the diversion procedure as presented here is not possible in the many diabetic and/or obese individuals who have previously had a cholecystectomy for gallstone disease. At this time, although our findings suggest the potential usefulness of applying the biliary diversion procedure to humans this needs to await additional data that are not currently available on its long-term safety, efficacy and tolerability.

In conclusion, biliary diversion to the distal small intestine results in sustained improvements in body weight, adiposity, liver steatosis, as well as glucose and lipid metabolism. Although some improvements are observed with bile diversion to the proximal intestine, they are not stable and less significant. Multiple mechanisms appear to account for the benefits of bile diversion to the ileum and they include hypophagia, reduced dietary lipid absorption, increased total bile acid pool consequent to more ileal bile acid reabsorption combined with enhanced bile acid synthesis and maintenance of a more lean-like microbiome. This model gives novel insight into the mechanisms potentially at work in RYGB clinically. These findings require further investigation and warrants careful examination of the therapeutic potential of bile diversion in obese humans.

## Methods

### Mice and operations

All experiments and surgical preparations were performed according to protocols approved by the Vanderbilt University Medical Center Institutional Animal Care and Use Committee (IACUC). The mice remained under the care of the Division of Animal Care (DAC) at Vanderbilt University in compliance with NIH guidelines and the Principles of Laboratory Animal Care, and the Guide for the Care and Use of Laboratory Animals. Male C57BL/6 mice were housed at 23 °C on a 0700–1900-hour light cycle and were fed a HFD (60% kcal from fat; Bio-Serv, Frenchtown, NJ), starting at 6 weeks of age for 12 weeks prior to being randomly allocated to a surgical group. Biliary diversion was performed under isoflurane anaesthesia using a 12-15 × microsurgical scope. In the biliary diversion operation, a side-to-side, running-continuous, GB to small bowel anastomosis was created on the anti-mesenteric surface of the small bowel using 9-0 nylon suture. The anastomosis was created on the undersurface of the GB, away from the fundus and from the delicate vasculature supplying the GB. The length of the anastomosis was ∼2–3 mm. Bile flow was diverted from the GB to either the duodenum (via a GB-D at the level of the ampulla of Vater, labelled) or the jejunum (via a GB-J, 4 cm distal to the ligament of Treitz) or the ileum (via GB-IL, 4 cm proximal to the ileo-caecal valve). The GB-D model was nearly identical to the natural physiologic bile flow and does not change pancreatic flow; hence the GB-D is considered the sham procedure. RYGB was performed as we previously reported^31^. The common bile duct was ligated using 9-0 nylon as far proximal to the pancreatic duct as possible as not to alter pancreatic secretory flow. Abdominal fascia and skin were closed using simple, interrupted sutures of 5-0 polyglactin and 6-0 polypropylene sutures, respectively. Mice were maintained on the HFD and water *ad libitum* after surgery up to the endpoint measurements. Early surgical mortality (<1 week post-operatively) was ∼15%, being almost entirely due to leakage of the GB-to-bowel anastomosis regardless of its location. In earlier studies this rate was higher (∼50%), though as the surgeons became more experienced with the GB-to-bowel anastomosis (>6–9 months of experience) this improved greatly. Surgical success rate, defined as mouse survival for >1 week without surgical complications, was 80% for GB-D, 85% for GB-J, 90% for GB-IL and 75% for RYGB. Surgical complications included obstruction at the site of the GB anastomosis to the jejunum or ileum (<5%) and occurred within 1–4 weeks post surgery. In our experience, 40% of mice subjected to RYGB mice and 80% of those that undergo BPD have a reduced haematocrit^31^. GB-intestinal anastomosis was not associated with anaemia, as we previously reported for RYGB^36^.

### Whole-body tissue composition

Body mass was measured weekly for 8 weeks using mq10 NMR analyzer (Bruker Optics Inc., Billerica, MA) following 2 h of fasting^31^. Fat and muscle mass were calculated in grams.

### Intraperitoneal glucose tolerance tests (IPGTT)

Mice were fasted for 4 h prior to IPGTT at 2, 4 or 8 weeks after surgery. Blood was sampled from the tail vein before and 10, 20, 30, 45, 60, 75, 90 and 120 min after an intraperitoneal injection of dextrose (20%) at 2.0 mg g^−1^ body weight. Blood glucose levels (mg dl^−1^) were measured using a blood glucose meter (SureStep, LifeScan, Inc.).

### Indirect calorimetry

We assessed EE by indirect calorimetry using a system comprised of 16 identical, yet separate, metabolic cages equipped for the continual monitoring of ambulatory activity and *ad libitum* access to HFD and water (Promethion, Sable Systems, Las Vegas, NV). Oxygen (O_2_), carbon dioxide (CO_2_) and water vapour levels were constantly monitored while temperature and humidity levels were tightly regulated (GA3, Sable Systems)^61^. The incurrent air flow rate was set at 3000, ml min^−1^ (FR8, Sable Systems). CO_2_ consumption and O_2_ production were measured for each mouse at 10-min intervals for 1 min. Respiratory quotients were calculated as the ratio of CO_2_ production over O_2_ consumption. EE is calculated using the Weir equation (1):

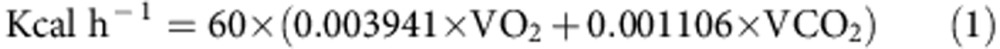

Data acquisition and instrument control were coordinated by MetaScreen v. 2.2.18 and the obtained raw data was processed using ExpeData v. 1.7.30 (Sable Systems) using an analysis script detailing all aspects of data transformation^62^ . The script is available on request from the corresponding author. Data was analysed by ANCOVA using scripts available at the National Mouse Metabolic Phenotyping Centers (MMPC, Nashville, TN, USA) Energy Expenditure Analysis Page (www.mmpc.org/shared/regression.aspx; accessed March 2015). Such methods consider EE differences when adjusting for differences in body mass/composition.

### Chemicals

CA (5β-cholanic acid-3α,7α,12α-triol), α-MCA (5β-cholanic acid-3α,6β,7α-triol), β-MCA (5β-cholanic acid-3α,6β,7β-triol), chenodeoxycholic acid (5β-cholanic acid-3α,7α-diol, CDCA), deoxycholic acid (5β-cholanic acid-3α,12α-diol, DCA), hyodeoxycholic acid (5β-cholanic acid-3α,6α-diol, HDCA), ursodeoxycholic acid (5β-cholanic acid-3α, 7β-diol, UDCA), taurocholic acid (5β-cholanic acid-3α,7α,12α-triol-N-[2-sulphoethyl]-amide, TCA), tauro-α-MCA (5β-cholanic acid-3α, 6β,7α-triol-N-[2-sulphoethyl]-amide), TβMCA (5β-cholanic acid-3α,6β,7β-triol-N-[2-sulphoethyl]-amide), TωMCA (5β-cholanic acid-3α,6α,7β-triol-N-[2-sulphoethyl]-amide), taurochenodeoxycholic acid (5β-cholanic acid-3α,7α-diol-N-[2-sulphoethyl]-amide, TCDCA), taurodeoxycholic acid (5β-cholanic acid-3α, 12α-diol-N-[2-sulphoethyl]-amide, TDCA), taurohyodeoxycholic acid (5β-cholanic acid-3α,6α-diol-N-[2-sulphoethyl]-amide], THDCA), and taurolithocholic acid (5β-cholanic acid-3α-ol-N-[2-sulphoethyl]-amide, TLCA) were purchased from Steraloids, Inc. (Newport, RI). Cholic-2,2,4,4-d4 acid (5β-cholanic acid-3α,7α,12α-triol-2,2,4,4-d4, d4-CA), taurocholic-2,2,4,4-d4 acid (5β-cholanic acid-3α,7α,12α-triol-N-[2-sulphoethyl]-amide, TCA-d4), chenodeoxycholic-2,2,4,4-d4 acid (5β-cholanic acid-3α,7α-diol-2,2,4,4-d4, CDCA-d4); glycocholic-2,2,4,4-d4, (5β-cholanic acid-3α,7α,12α-triol-N-[carboxymethyl]-amide-2,2,4,4-d4, GCA-d4), glycochenodeoxycholic-2,2,4,4-d4 acid (5β-cholanic acid-3α,7α-diol-N- [carboxymethyl]-amide-2,2,4,4-d4, GCDCA-d4) were purchased from C.D.N. Isotopes Inc. (Pointe Claire, Montreal, PQ, CA). TβMCA (5β-cholanic acid-3α,6β,7β-triol-N-[2-sulphoethyl]-amide-2,2,4,4-d4, TβMCA-d4), was purchased from United States Biological Corp., Swampscott, MA). HPLC grade water, acetonitrile, ethanol, methanol, ammonium acetate and ammonia were purchased from Sigma Chemicals (St. Louis, MO). Formic acid was purchased from Thermo Scientific (Rockford, IL).

### Calibrators and controls

Stock solutions of 2.5 mmol l^−1^ of all bile acids (THCA, HCA, TαMCA, TβMCA, TωMCA, HDCA, THDCA: 10 mmol l^−1^) were used to prepare calibrators with concentrations of 100 μmol l^−1^ in methanol. For the preparation of calibrators, bile acids were mixed to achieve final concentrations of 20, 2.5, 0.75, 0.25, 0.05, 0.015 and 0.005 μmol l^−1^. To prepare 20 ml of a 2.0 nmol l^−1^ internal standard, 250 μl each of d4-CDCA, d4-TCA, d4-GCDCA and 500 μl d4-CA, d4-TβMCA and d4-GCA were added to 20% (v/v) acetonitrile.

### Sample preparation for UPLC/ESI-MS

To 50 μl of plasma were added 200 μl of 100 mM aqueous sodium hydroxide and 50 μl of internal standard. The sample was heated at 64 °C for 30 min, centrifuged for 10 min at 14,400*g* and the supernatant acidified to pH 7.0 with 50 μl of 0.1 M hydrochloric acid. The sample was brought to a final volume of 1 ml with water and applied to a 1cc (30 mg) Oasis HLB cartridge (Waters, Milford, MA) previously equilibrated first with 1 ml of methanol, then 1 ml of water. The column-bound bile acids were washed with 1 ml of 5% (v/v) aqueous methanol then 1 ml of 2% (v/v) aqueous formic acid. Bile acids were eluted from the column with 1 ml of 2% (v/v) ammonia in methanol and the eluent evaporated to dryness using a rotary evaporator at 30 °C for 2 h. Samples were resuspended in 100 μl of 25% (v/v) acetonitrile in water.

### Liquid chromatography

An Acquity ultra performance liquid chromatography system (UPLC; Waters) employing a Luna C18(2) 50 × 2.0 mm, 3 mm column, C18 4 × 2.0 mm pre-column, both from Phenomenex (Torrance, CA), was heated to 50 °C, and a binary solvent system of 20% (v/v) acetonitrile in water (mobile phase A) and 80% (v/v) acetonitrile in water (mobile phase B) both containing 1 mM ammonium acetate were used to resolve plasma bile acids. The injection volume onto the column was 15 μl. The flow rate was 400 μl min^−1^ into the mass spectrometry (MS). Chromatography was similar to a published method and started with a solvent mixture of 95% A that decreased to 85% A at 15 min, to 75% at 20 min, then to 25% at 22 min where after it increased to 95% A at 24 min for 3 min^63^.

### Mass spectrometry

MS analysis was performed using a TSQ Quantum mass spectrometer (ThermoFinnigan, Sunnydale, CA) equipped with an electrospray ionization (ESI) probe in negative-ion mode. Quantitation was done in a multiple reaction monitoring mode with collision energy of 10 V. The following (optimized) parameters were used for the detection of the analytes and the internal standard; N2 sheath gas, 49 p.s.i.; N2 auxiliary gas, 25 p.s.i.; spray voltage, 3.0 kV; source CID, 25 V; capillary temperature, 300 °C; capillary offset, −35 V; tube lens voltage, 160 V; Q2 gas pressure, 1.5 mtor; Q3 scan width 1 *m/z*; Q1/Q3 peak widths at half-maximum, 0.7 *m/z*. Calibration curves and concentration of individual bile acids were calculated by LCQuan 2.5.5 software (ThermoFinnigan). Concentrations of individual bile acids were calculated from peak area in the chromatogram detected with SRM relative to the appropriate internal standard. The composition and amount of bile acids in serum are reported in Supplementary Tables 1 and 2 and Supplementary Figs 6 and 7.

### Liver tissue macroarray assembly and immunohistochemistry

For assessments of steatosis, Image J was used to quantify the amount of steatosis in 5–6 liver images for each surgical group and control. Tissue microarray (TMA) construction and biomarker staining was performed by the Vanderbilt Translational Pathology Shared Resource. One millimetre cores were sampled, in duplicate, from each of 70 liver specimens donor blocks using TMA Grand Master Tissue Microarrayer (Perkin Elmer, Waltham, MA) and randomly arranged on the TMA. Liver micrograph images were captured using a high throughput Leica SCN400 Slide Scanner automated digital image system from Leica Microsystems (Buffalo Grove, IL). Whole slides were imaged at × 20 magnification to a resolution of 0.5 μm per pixel. Tissue cores were mapped using Ariol Review software. The numbers of positive (brown) and negative (blue) nuclei were determined by analysis of the high-resolution images in the Ariol software. Immunostained TMA slides were imaged on a Leica SCN400 Slide Scanner (Leica Biosystems). Tissue cores were imaged at × 20 magnification to a resolution of 0.5 μm per pixel. Cells were identified utilizing standard Ariol analysis scripts (Leica). Upper and lower thresholds for colour, saturation, intensity, size, roundness and axis length were set for both blue haematoxylin staining of nuclei and for brown DAB reaction products (anti-mouse F4/80, ab6640, Abcam, Cambridge, MA). Thus, brown (diaminobenzidine) positive cells can be distinguished from blue (haematoxylin only) negative cells. The area of positive staining per core was calculated as a per cent of the total analysed area divided by area of brown (DAB positive) pixels.

### RNA sequencing, data processing and analysis

The transcriptional sequencing was implemented with modifications of the standard Illumina methods^64^. Sequencing reactions were performed using the Illumina HiSeq (v3 chemistry). Initial QC quantification of the extracted total RNA was done by using Qubit Fluorometer (Invitrogen). Agilent 2100 Bioanalyzer was used to check the quality of the extracted RNA from both the samples. About 30 ng of total RNA was amplified using the NuGEN Technologies Ovation RNA amplification kit optimized for RNA sequencing. The output is double-stranded complementary DNA (cDNA) that was sheared using the Covaris instrument to an average insert size of 300 bp. The sheared DNA entered the standard Illumina TruSeq library preparation protocol at the standard end-repair step. Following end polishing, a single ‘A'-base was added to the 3′-end of the DNA fragments. This prepared the DNA fragments for ligation to specialized adaptors that have a ‘T'-base overhang at their 3′-ends. The Illumina protocol relies on the ligation of the TruSeq adaptor sequences to each end of the DNA molecules to facilitate ligation-mediated PCR (LM-PCR) amplification of the resulting material. The end-repaired DNA with a single ‘A'-base overhang was ligated to the adaptors in a standard ligation reaction using T4 DNA ligase and 2–4 uM final adaptor concentration, depending on the DNA yield following purification after the addition of the ‘A'-base (a 10-fold molar excess of adaptors was used in each reaction). Following ligation, the samples were purified and amplified with 12 cycles of LM-PCR to amplify the ligated material in preparation for cluster generation. Following LM-PCR, the samples were purified and assessed for quality using the Agilent Bioanalyzer. Final quantitation was performed using the KAPA Biosystems Kapa Library Quant kit. Based on the RT–PCR data, final 10 nM library dilutions were generated and sequenced at a cluster density of 950,000 clusters per mm^2^.

Multiple stages of quality control (QC) on sequencing data was carried out. Raw data and alignment QC were performed using QC3 (ref. 65), and expression analyses were carried out using MultiRankSeq^66^. All data passed QC. Raw data were aligned with TopHat 2 against mouse MM10 genome, and read count data were obtained using HTSeq, DESeq^67^, edgeR^68^ and baySeq^69^. All software are available on request. False discovery rate<0.05 was used to correct for multiple testing. The resulting ranked canonical pathways (as shown in Fig. 3) were subjected to gene associated feature enrichment analysis using Ingenuity Pathway Analysis (http://www.ingenuity.com).

### Euglycemic-hyperinsulinemic clamps

Insulin sensitivity assessments were conducted on DIO, GB-IL and RYGB mice (*n* of 4–5) at 4 weeks post-operative by the Vanderbilt MMPC. Mice were provided diets and water *ad libitum* and housed at standard room temperature of (23 °C) on a 12 h light cycle. One week before the clamp procedure, catheters were surgically placed in the carotid artery and jugular vein for sampling and infusions, respectively. Mice were withheld food for 5 h prior to the clamp procedure. Erythrocytes were replaced to prevent a decline in haematocrit that occurs with repeated blood sampling. A primed (1.5 μCi) continuous (0.075 μCi min^−1^) [3-^3^H]glucose infusion was started at −20 min. The clamp was initiated at 0 min with a continuous insulin infusion (2.5 mU kg^−1^ min^−1^) that was maintained for 145 min. Arterial glucose was measured at 10 min intervals to provide feedback to adjust the glucose infusion rate as needed to clamp glucose concentration.

### Lipid analyses

Sera were collected from untreated lean, DIO, biliary diverted and RYGB mice after 4 h fasting and stored at −80 °C. Faeces were collected over a 24-h period. Faeces (100 mg) was extracted 3:1 with chloroform:methanol, and the resulting lipid extract evaporated to dryness and weighed. FFAs were analysed by the NEFAs analysis kit (Wako Life Sciences, Richmond VA). Serum TG and cholesterol were analysed using Infinity reagents (Thermo Scientific, Middletown, VA).

### Immunoblot analyses

The liver and distal ileum was collected at 8 weeks post surgery, homogenized in lysis buffer and pelleted. Protein concentrations of the supernatant were analysed, and equivalent amounts of protein were loaded onto a polyacrylamide gel. Primary antibodies raised against TGR5 (ab72608; 1:1,000), CYP7A1 (ab65596, 1:1,000) were purchased from Abcam (Cambridge, MA). Goat anti-FXR (sc-1204; 1:1,000), rabbit anti-OATPβ (sc-135099; 1:500), was from Santa Cruz Biotechnology (Santa Cruz, CA). Sheep anti-FGF15 (1:1,000) was purchased from R&D Systems (Minneapolis, MN). Rabbit anti-SHP2 was a gift from Dr Gen-Sheng Feng, the University of California San Diego, CA. The primary antibodies were diluted in Li-Cor blocking buffer and incubated at room temperature for 1 h. Goat anti-rabbit, donkey anti-goat, goat anti-mouse or donkey anti-sheep fluorescently labelled secondary antibodies (Li-Cor Inc., Lincoln, NE) were diluted 1:10,000 and incubated in blocking buffer at room temperature for 1 h with shaking. After three rinses with PBS solution, the membrane was scanned with the Odyssey Infrared Imaging System (Li-Cor Inc.).

### Caecal content sampling and microbiota analysis

Caecal content samples were collected 8 weeks after surgery and stored at −80 °C when mice were killed. The DNA extractions, amplification, library prep and sequencing were done by the Gut Microbiome Core, at the University of California at Davis. The 16S universal Eubacteria primers (PCR primers 515/806) were used to amplify the V4 variable region. A single-step 30 cycle PCR using HotStarTaq Plus Master Mix Kit (Qiagen, Valencia, CA) was used under the following conditions: 94 °C for 3 min, followed by 28 cycles of 94 °C for 30 s; 53 °C for 40 s and 72 °C for 1 min; after which a final elongation step at 72 °C for 5 min was performed. Following PCR, all amplicon products from different samples were mixed in equal concentrations and purified using Agencourt Ampure beads (Agencourt Bioscience Corporation, MA, USA). Microbial sequencing was analysed by bacterial tag encoded FLX amplicon pyrosequencing (bTEFAP) using a Roche 454 pyrosequencer and titanium reagents and 3–5 K nominal sequences per sample of high quality extracted DNA.

Sequences were depleted of barcodes and primers then short sequences <200 bp are removed, sequences with >1 ambiguous base calls removed and sequences with homopolymer runs exceeding 6 bp removed using the statistical software package Quantitative Insights Into Microbial Ecology (QIIME). A total number of 491,009 sequences passed a quality filter with a minimum score of 25 and an average length of 460 bp. Operational taxonomic units were defined after removal of chimeric and singleton sequences, clustering at 3% divergence (97% similarity)^70^. Operational taxonomic units were then taxonomically classified using BLASTn against a curated GreenGenes database.

For RT–PCR analyses, DNA was extracted from 50 mg of caecal contents on a QIAsymphony (Qiagen 9001297) following Qiagen guidelines using the Complex_200_V6_DSP protocol and the FIX labware. The optional lysozyme pretreatment was performed for each sample. For each faecal sample, 280 μl of Buffer ATL (Qiagen 939011) and 20 μl 10 × Lysozyme (Sigma-Aldrich, St Louise, MO) was added. The samples were vortexed quickly then incubated at 37 °C for 30 min. After incubation, samples were spun briefly to remove condensation from the caps and 300 μl was transferred to 2.0 ml tube (Sarstedt 72.694). Default internal controls were used during the extraction, provided in QIAsymphony DSP Virus/Pathogen Mini Kit (Qiagen 937036). Samples were then eluted to 110 μl AVE. The absolute abundance of *C. minuta* was determined by 16S rRNA gene (Genbank Accession number AB490809) RT–PCR using genomic *C. minuta* (YIT 12065; DSMZ No. 22607, Leibniz-Institut DSMZ-Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH, Braunschweig, Germany) and primers in Supplementary Table 6.

### Real-time PCR

The liver and ileal samples obtained at 8 weeks post surgery and were subjected to total RNA extraction using Trizol reagent (Invitrogen). After RNA quantification, 2 μg of total RNA was digested with RNase-free DNase I (Roche Diagnostics, Indianapolis, IN), followed by reverse transcription using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Relative levels of amplificants were determined using SYBR Green qPCR Supermix (Invitrogen) on a Fast 7900HT Real-Time PCR System (Applied Biosystems) with Integrated DNA Technologies (Coralville, IA) primer pairs in Supplementary Table 6. Standard curves for each target were generated and the efficiency of quantitative RT–PCR for each gene was calculated. All data were normalized to the house-keeping gene, 18S, and a comparative threshold cycle (Ct) method, 2^−ΔΔ^ Ct, was used to compare the relative expression levels.

### Statistics

Sample size for this study was based on a prior sample size calculation guided by the outcome variable of weight loss achieved 4 weeks after RYGB was previously reported.^24^ This calculation indicated that, if using a repeated-measures model, we needed a minimum of eight mice per treatment group to detect statistical significance between groups. All data are expressed as mean±s.e.m. Unless otherwise indicated, one-way analysis of variance with Dunn's post-test was used to compare three or more groups while Student's *t*-test (unpaired, two tailed) was used for binary comparisons. All statistical analyses were performed using Prism version 5.0d software (GraphPad, La Jolla, CA). Differences in microbiota richness were tested by analysis of variance. The threshold of statistical significance was set at *P*<0.05.

## Additional information

**Accession codes**: RNA-seq data have been deposited in NCBI Gene Expression Omnibus (GEO) under accession code GSE68812. Microbiome sequencing data have been deposited in Dryad under the identifier doi:10.5061/dryad.81h12.

**How to cite this article:** Flynn, C. R. *et al*. Bile diversion to the distal small intestine has comparable metabolic benefits to bariatric surgery. *Nat. Commun.* 6:7715 doi: 10.1038/ncomms8715 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9 and Supplementary Tables 1-6

## Figures and Tables

**Figure 1:**
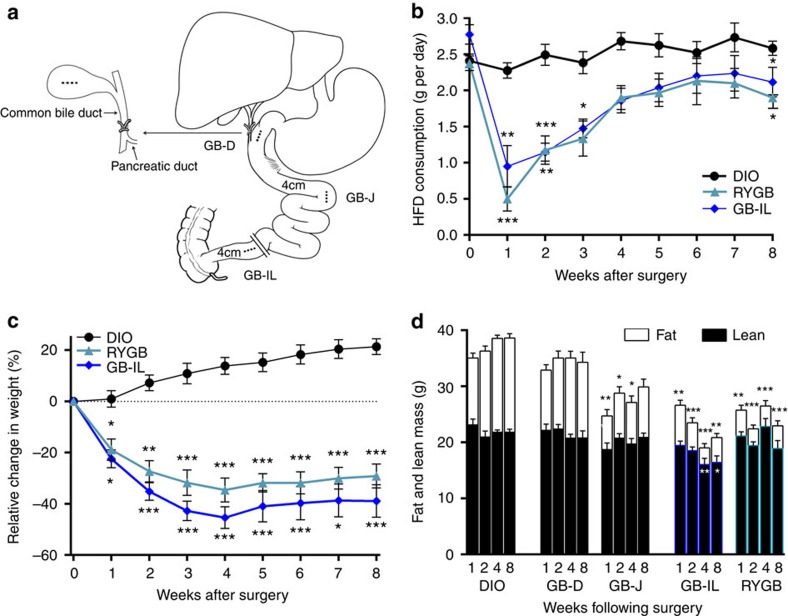
Biliary diversion schematic and effects on body weight, food intake and body composition. (**a**) For the biliary diversion procedure, the common bile duct was ligated proximal to the pancreatic duct. The gallbladder was then anastomosed to one of the following: (1) jejunum 4 cm distal to the ligament of Treitz (GB-J), (2) ileum 4 cm proximal to the ileo-caecal valve (GB-IL) or (3) gallbladder-duodenal anastomosis (GB-D model) at the level of the ampulla of Vater. GB-D was performed without significant alteration of bile flow and functioned as a sham surgery. The RYGB procedure was performed as we previously described^31^. Mice were fed a high fat diet (HFD) for induction of diet-induced obesity (DIO), underwent the surgical procedures and were monitored for 8 weeks post-operatively. (**b**) Average daily food intake, Bio-Serv F3282 (5.49 kcal g^−1^); (**c**) relative change in body weight in *N* of 15 DIO, 15 GB-IL and 7 RYGB mice; and (**d**) serial body composition measures via NMR of fat and lean mass (*N* of 15 DIO, 12 GB-D, 11 GB-J, 15 GB-IL, 12 RYGB). Values shown are mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001 versus DIO controls by one-way analysis of variance with Dunn's post-test.

**Figure 2:**
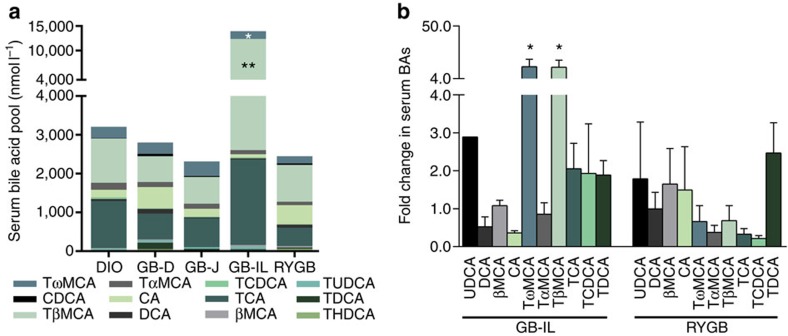
Biliary diversion modifies bile acid abundance and composition. (**a**) Serum bile acid levels and (**b**) fold change in serum bile acids in mice subjected to biliary diversion (GB-D, GB-J and GB-IL) and RYGB relative to DIO controls at 8 weeks post-operative. *P<0.05, **P<0.01 versus DIO by one-way analysis of variance with post-test. Values shown are mean±s.e.m. *N* of 5 per group.

**Figure 3:**
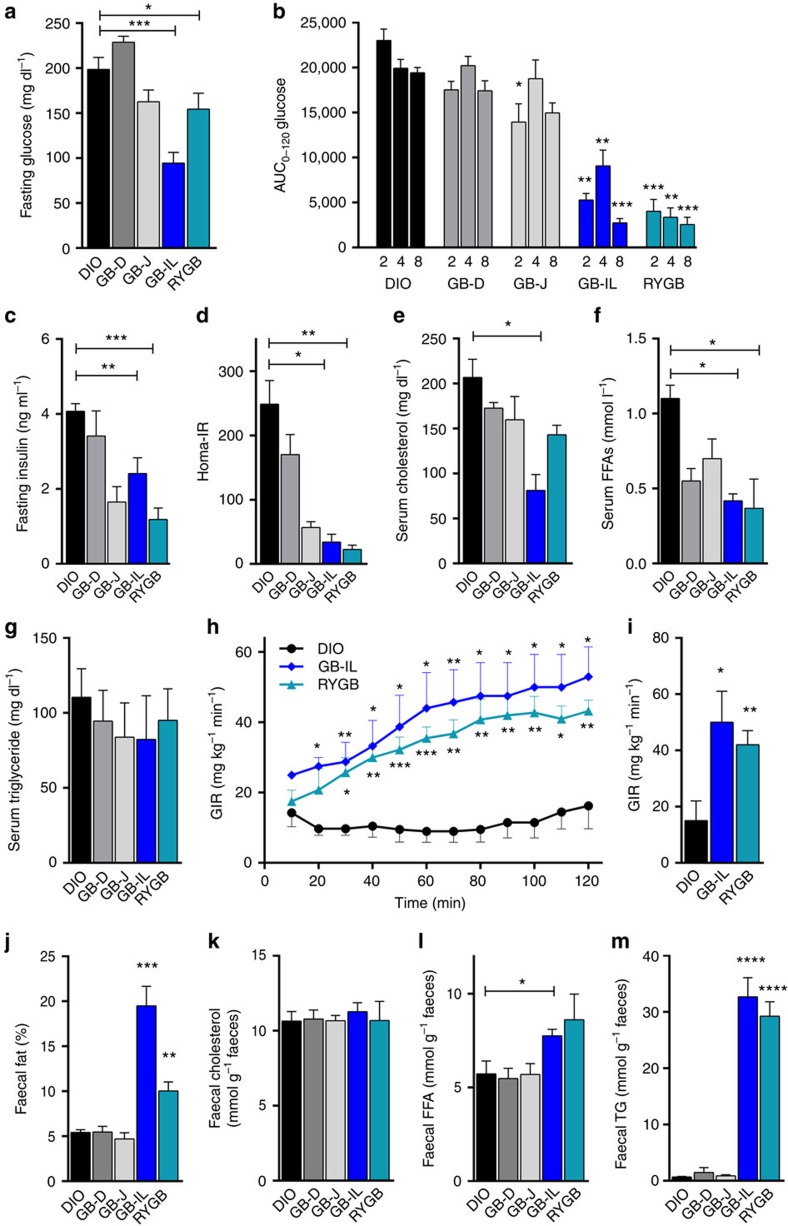
Effects of biliary diversion on glucose tolerance, insulin sensitivity and lipid metabolism. (**a**) Blood glucose was measured after a 4-h period of food-restriction. (**b**) Experimental groups underwent intraperitoneal glucose challenge at 2, 4 and 8 weeks post-operative following biliary diversion procedures. Area under the curve (AUC) measurements between 0 and 120 min were calculated and compared among groups. (**c**) Fasting plasma insulin, (**d**) the homeostatic model assessment of insulin resistance (HOMA-IR) (**e**) serum cholesterol, (**f**) serum FFAs, (**g**) serum triglycerides determined at 4 weeks post-operative with GB-J, GB-IL and RYGB compared with DIO. (**h**,**i**) Insulin sensitivity was determined by the hyperinsulinemic-euglycemic clamp, where a continuous infusion of insulin (4 mU kg^−1^ min^−1^) was delivered with euglycemia (140 mg dl^−1^) maintained by a variably adjusted glucose infusion. (**h**) Glucose infusion rates (mg glucose per kg min^−1^) over the 120 min procedure in DIO, GB-IL and RYGB mice (*N*=4), (**i**) and the mean glucose infusion rates during the last 20 min of the clamp. (**j**) Faecal fat (w/w% by mass), (**k**) faecal cholesterol (mol per g faeces); (**l**) faecal FFA (mol per g faeces) and (**m**) faecal triglyceride (mol per g faeces) in mice under study. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001 versus DIO by one-way analysis of variance with Dunn's post-test. Values shown are mean±s.e.m. (for **a**,**b**, *N* of 15 DIO, 17 GB-D, 18 GB-J, 23 GB-IL, 6 RYGB; for **c**,**d; j**–**m**, *N* of 5–10 per group).

**Figure 4:**
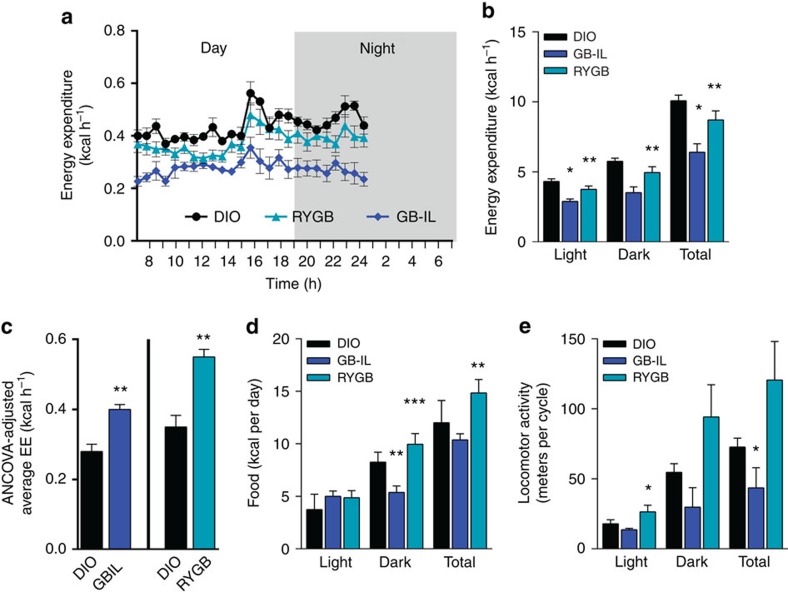
Energy expenditure in response to bariatric procedures. (**a**) Energy expenditure over a 24-h period was assessed by indirect calorimeter in DIO, GB-IL and DIO mice at 4 weeks post-operative. (**b**) Unadjusted energy expenditure (kcal h^−1^). (**c**) ANCOVA adjusted mean energy expenditure. (**d**) Food intake (kcal per day) was monitored daily for 5 days in each study group. (**e**) The frequency of locomotor activity (pedestrian meters) as determined by beam breaks per 24-h period. *N* of 4 DIO, *N* of 6 GB-IL, *N* of 6 RYGB per group. Values shown are the mean±s.e.m. *P<0.05 by two-way ANCOVA.

**Figure 5:**
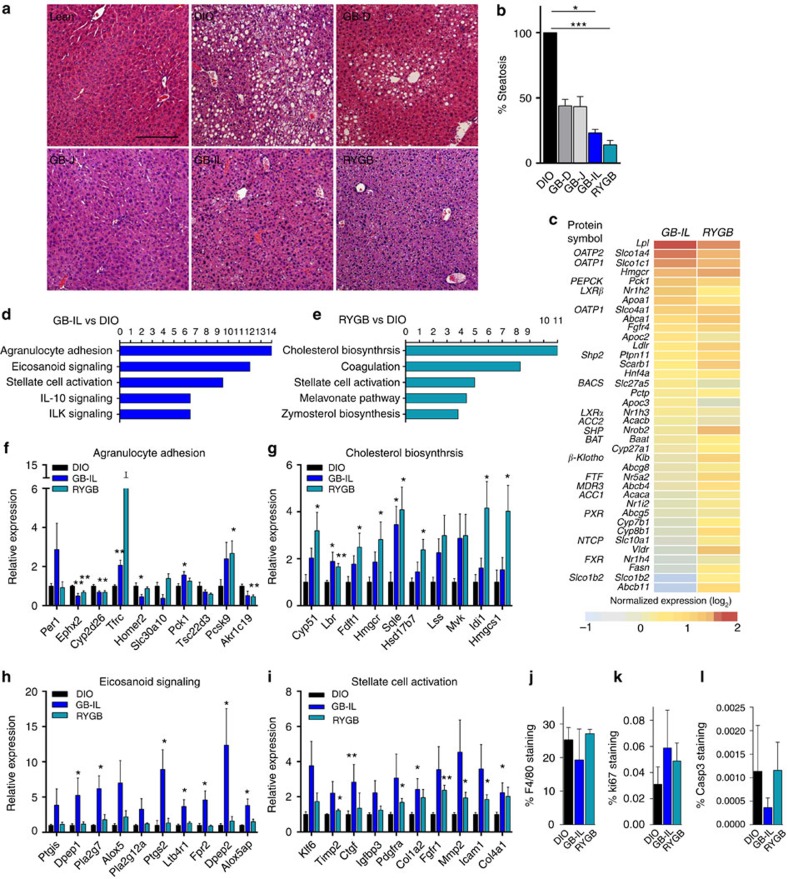
Effects of biliary diversion on liver histology and hepatic gene expression. (**a**) Liver steatosis as assessed by H&E staining in lean, DIO, GB-D, GB-J, GB-IL and RYGB mice at 8 weeks after surgery was significantly reduced (**b**) in GB-IL and RYGB mice relative to DIO. (**c**) Expression of FXR target genes in liver at 4 weeks post-operative. (**d**,**e**) Canonical pathways most differentially expressed between GB-IL versus DIO (**d**) and RYGB versus DIO (**e**). Expression of hepatic genes involved in (**f**) agranulocyte adhesion, (**g**) cholesterol biosynthesis, (**h**) eicosanoid signalling and (**i**) stellate cell activation. (**j**) Inflammation by hepatic F4/80, (**k**) Ki-67 and (**l**) caspase 3 by immunohistochemical staining. *P<0.05; **P<0.01, ***P<0.001 versus DIO by one-way analysis of variance with Dunn's post-test. Values are mean±s.e.m. (*N* of 5–10 per group for **b**–**i**; 4 per group for **j**–**l**). Magnification bar, 200 μm.

**Figure 6:**
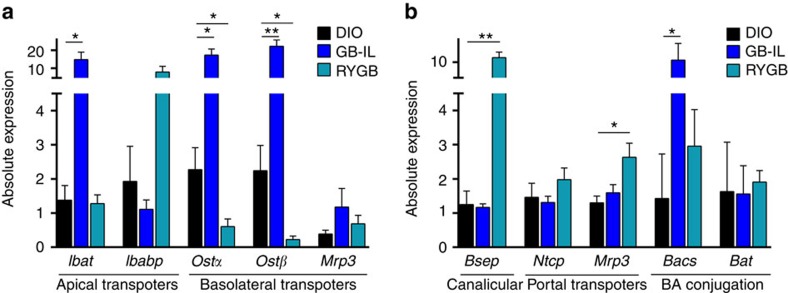
Effects of biliary diversion on ileal and hepatic gene expression. (**a**) Ileum and (**b**) liver tissues 8 weeks post-operative were harvested for gene expression analysis using RT–PCR. *P<0.05, **P<0.01 versus DIO by one-way analysis of variance followed by two-tailed Students *t*-test. Values shown are mean±s.e.m. *N* of 3–5 per group. *Bacs*, bile-acid-CoA synthetase; *Bat*, bile acid transporter; *Bsep*, bile sale effluent pump; *Ibabp*, ileal bile acid-binding protein; *Ibat*, Ileal bile acid transporter; *Mrp3*, multi-drug resistance protein 3; *Ntcp*, Na-taurocholate cotransporting polypeptide; *Ostα* and *Ostβ*, organic solute transporter α and β.

**Figure 7:**
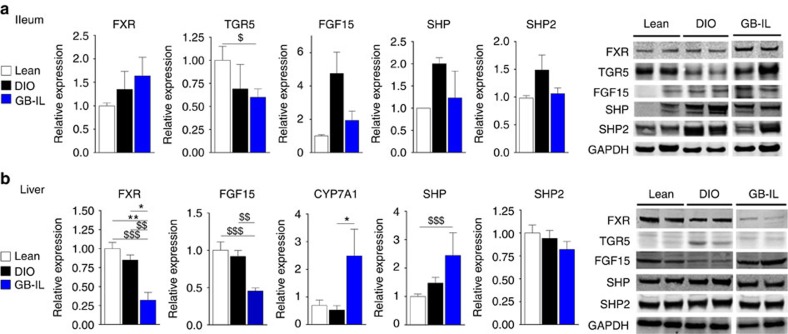
Signalling in the ileum and liver is altered after biliary diversion. Immunoblots of (**a**) ileum and (**b**) liver protein obtained from lean, DIO and GB-IL mice 8 weeks after surgery. Expression was normalized to GAPDH. *P<0.05, **P<0.01 by one-way analysis of variance with Dunn's post-test. ^$^*P*<0.05, ^$$^*P*<0.01, ^$$$^*P*<0.001 by two-tailed Students *t*-test. Values shown are mean±s.e.m. *N* of 3–8 per group.

**Figure 8:**
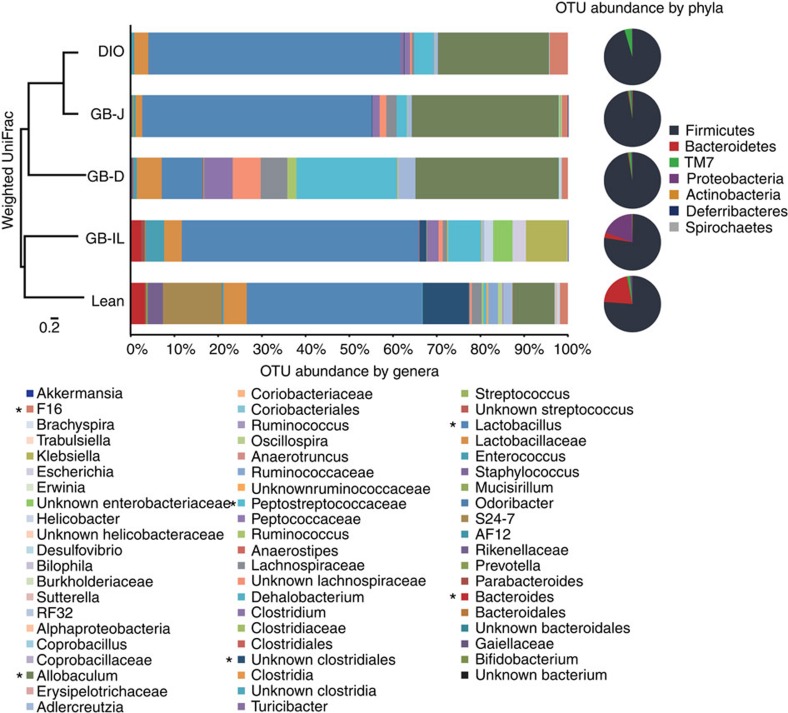
Biliary diversion procedures differentially alter the gut microbiome. Caecal contents from DIO, GB-D, GB-J and GB-IL mice 8 weeks after surgery were subjected to 16S rRNA gene sequence analysis. Relative abundance of bacterial genera (bar chart) and phyla (pie chart) with each surgical procedure is shown. The *y*-axis is a weighted Unifrac analysis of the microbiota for the pooled treatment group. ‘*' indicates reference points for a given taxa (*N* of 5 mice per group).

How the deposited data were processed for this re-analysis (not part of the article)

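Liver RNA of 14 male C57BL/6 mice on the HFD was sequenced, 1 library per liver: 5 DIO mice without surgery, 4 mice with GB-IL and 5 mice with RYGB, 8 weeks after surgery by the sample labels. The authors amplified the RNA, sequenced it on the Illumina HiSeq, aligned the reads to mm10 with TopHat 2, counted them per gene with HTSeq, and tested them with MultiRankSeq (DESeq, edgeR and baySeq). The values the authors deposited are whole counts per gene, the count being the unit of every column, without normalization. The versions of these tools, the gene annotation and the strand setting are not given in the sources used here. The labels name 2 library kits without assigning them to livers, so a kit could not be entered as a term in any model.

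The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes were kept by edgeR's filterByExpr by group, counts were scaled by TMM, and a quasi-likelihood model with a mean for each of the 3 groups was fitted to all livers (robust estimation off). The 3 comparisons were GB-IL with DIO, RYGB with DIO and GB-IL with RYGB, each with Benjamini-Hochberg adjustment at an FDR of 0.05. Single values per liver were compared by exact two-sided permutation tests. Genes with too few counts to be tested are given as summed counts, with the ratio of rates (relative to the total counts scaled by TMM) and its exact Clopper-Pearson 95% interval. On simulated counts with 200 changed genes the quasi-likelihood test was tested with the group sizes used here. It recovered 178 for GB-IL against DIO, 176 for RYGB against DIO and 173 for GB-IL against RYGB, with 5, 3 and 10 false calls. In the same 3 comparisons DESeq2 made 33, 28 and 34 false calls at 188, 190 and 183 genes recovered. For edgeR's exact test there were 33, 30 and 34 false calls at 188, 189 and 179 genes recovered. Voom with sample quality weights made 4, 2 and 9 at 174, 174 and 168. The fit of the 2 compared groups only made 3, 6 and 7 at 171, 172 and 165. The true log2 fold change of the raised genes was 2. Each simulated gene had the same spread in every group, unlike the data, so these figures do not show how the fits behave with groups of unlike spread.

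Pathways were tested with lists of well-known genes for cholesterol biosynthesis, coagulation, stellate cell activation, eicosanoid signalling, agranulocyte adhesion, NF-κB, lipogenic targets, apoptosis and inflammation, by limma's camera on voom values with a preset correlation of 0.01. Composition was measured per liver with 18 lists for cell types, tissues and technical classes, each summed as CPM of the total count, whereas the CPM of single genes are scaled by TMM. Lists for skeletal muscle, squamous epithelium and the response to hypoxia were added after the values had been seen. Genes are named by a rule set before any count was read: those the paper's text names for liver mRNA, the 3 printed genes with the smallest p-value in each of Fig. 5c and Fig. 5f to 5i, the 3 largest rises and falls past the FDR without overlap and with a mean of at least 1 CPM, the liver genes of Fig. 6b and Fig. 7b, and the 2 genes with the smallest p-value in each pathway list. Fig. 5, with its printed genes and bars, had been seen when this rule was written. The results of some genes that this rule names are not reported here, and no other genes take their place.

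The alternatives were RLE and upper quartile scaling, DESeq2, limma's voom with sample quality weights, edgeR's exact test, robust estimation, no filter or a mean of at least 50 counts, a fit of the 2 compared groups only, the replicate number as a block, an absolute log2 fold change of at least 1 besides the FDR, a lowess correction for GC content and gene length (span 0.3), each liver left out in turn, and, for the lists, camera with an estimated correlation, fry, and lists without the genes printed in Fig. 5. The closing section gives their main effects. The splits of the livers into groups of the same sizes were drawn 100 at a time, the real one included. The genes of Supplementary Fig. 7 and the Ingenuity lists were not used here.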

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

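Set beforehand were the splits of the livers for genes past the FDR in the fit of all livers and the comparison of RNAs without a poly(A) tail. The correction for GC content and gene length, the other scalings and the omission of each liver were alternatives set before the data were examined. The permutation tests of the 18 composition lists were also not added later, unlike the lists for skeletal muscle, squamous epithelium and hypoxia. The other tests in this part were chosen after the result was seen.

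Between GB-IL and DIO, 4 of 100 splits of the livers, the real one included, gave as many genes past the FDR as the real one. That share is below 0.05 for this count, without correction for the several counts examined, so it is weak evidence against chance. The other splits among the 4 gave 665, 1551 and 1619 genes, and each of them put 1 DIO liver in the place of GB-IL liver 4. In the 2-group fit the real split gave 0 genes (2352 at an unadjusted p below 0.05), which every split reaches, so chance was not tested there. For genes at an unadjusted p below 0.05, 8 of 100 splits gave as many, and for pathway lists 13 of 100, and chance is not excluded for these. Between RYGB and DIO the real split gave 0 genes (edgeR's quasi-likelihood test, with 1241 at an unadjusted p below 0.05, and with DESeq2, the exact test and voom calling 97, 419 and 1690). All 100 of 100 splits reach a count of 0, so this leaves chance open. In the 2-group fit 4 of 100 splits gave as many as the 33 genes of the real one. In the fit of all livers 4 of 100 gave as many genes at an unadjusted p below 0.05. These 2 counts were chosen after the result was seen and are not corrected for the several counts examined, so chance is not excluded for them. For lists 16 of 100 gave as many. Between GB-IL and RYGB the quasi-likelihood test also called 0 genes in both fits (3147 at an unadjusted p below 0.05 in the fit of all livers, with DESeq2, the exact test and voom calling 845, 235 and 115), which again all 100 splits reach. Chance is not excluded there for genes at an unadjusted p below 0.05 (11 of 100) or for lists (34 of 100). RNAs without a poly(A) tail had a mean ratio of 0.992 between GB-IL and DIO, 0.796 between RYGB and DIO and 1.25 between GB-IL and RYGB, and in none of the 3 did the groups differ by an exact permutation test at p below 0.05. A kit that selects poly(A) RNA removes most of this class, so a kit that followed the groups is argued against. Nuclear long RNAs, the other class of technical RNAs measured, had 675 CPM in RYGB and 423 CPM in DIO (exact permutation test, p = 0.0397), in the other direction than the RNAs without a poly(A) tail, with 2 of 4 tested genes higher and RYGB liver 1 at 394.7 CPM within the range of DIO (351.7 to 464.6 CPM).

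For the genes called between GB-IL and DIO, 438 of 465 stayed past the FDR after the correction for GC content and gene length. The share of the 10 highest genes would shift every other gene by -0.033 on the log2 scale, far below the changes called. Total counts were 1.15 times as high in GB-IL (exact permutation test, p = 0.135), and a factor of that size is removed by the scaling. The share of higher genes among the calls moved by at most 0.640 percentage points under another scaling.

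The cell type lists that differed from DIO at an unadjusted p below 0.05 by exact permutation tests were those of macrophages (p = 0.00794), cholangiocytes (p = 0.00794, 229.9 against 64.0 CPM), neutrophils (p = 0.0318) and B and plasma cells (p = 0.0397) in GB-IL, and of cholangiocytes (p = 0.0159, 88.2 CPM) and stellate cells and fibroblasts (p = 0.0318) in RYGB, each with an adjusted p of 0.220 by Benjamini-Hochberg over 60 tests. Every GB-IL liver lay above every DIO liver for macrophages and cholangiocytes. Of the B and plasma cell list 3 of 7 tested genes were higher in GB-IL, with a median log2 fold change of -0.21, so its sum rose through a part of its genes. Explanations were tested for neutrophils, which had the largest ratio, with 2720 ± 1850 CPM in GB-IL (SD, n = 4) and 42.5 ± 19.5 CPM in DIO (SD, n = 5). GB-IL liver 4 had 24.9 CPM, within the range of DIO. The blood list had a median log2 fold change of -0.84, which argues against a larger amount of blood left in the liver as the whole explanation. Its sums overlapped between the groups (163.8 to 1771 CPM in GB-IL, 247.3 to 2436 CPM in DIO). A higher share of neutrophils in that blood was not tested and stays open. For the endothelial list it was 0.077, with 7 of 12 genes higher (-0.61 to 1.26). With genes going both ways, this median does not exclude a lower share of hepatocytes. As the whole explanation such a share is argued against, since the highest endothelial gene lay below the lowest neutrophil gene (1.49). The ratio of depth was 1.15. *Lcn2*, which other cells also make, was 93.8% of the list in GB-IL. The other 9 genes of the list that were tested were all higher in GB-IL, with a median log2 fold change of 5.1 and a lowest of 1.49, and their median stayed between 4.0 and 5.51 with 1 liver left out (6 of the 9 tested at the fewest), which argues against a rise of *Lcn2* alone. Of the 9, 6 were past the FDR, and 0 without any 1 DIO liver, GB-IL liver 1 or GB-IL liver 2. A change in neutrophils and the operation itself stay open, as does a lower share of hepatocytes as a part of the rise. In which cells *Lcn2* rose was not tested.

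Of 204 groups examined for a liver far from the others of its group, 17 had one, where chance gives about 10.2. In RYGB liver 5 these were *Lpl* (86.2 CPM, others 25.9 to 40.5), *Dpep2* (0.900, others 0.207 to 0.247), *Shc2* (4.5, others 0.0547 to 0.496), the stellate and fibroblast list (1083, others 510.5 to 613.5) and the intestine list (4938, others 186.9 to 761.7). In RYGB liver 1 they were *Homer2* (34.2, others 20.2 to 24.0) and *Hcn3* (15.2, others 3.36 to 6.76). In GB-IL they were *Apoc3* (2574 in liver 2, others 1283 to 1485), *Shc2* (8.81 in liver 2, others 0.184 to 1.42), *2610305D13Rik* (0.922 in liver 4, others 0.105 to 0.226), the endothelial list (569.8 in liver 1, others 392.5 to 406.5), the pancreas list (1923 in liver 1, others 8.67 to 14.0) and the adipose tissue list (3630 in liver 4, others 23.8 to 121.7). In DIO they were *Sqle* (86.6 in liver 1, others 9.87 to 24.8), *Col5a2* (3.72 in liver 1, others 1.58 to 2.02), *Gpnmb* (0.662 in liver 3, others 0.240 to 0.340) and *Mlxipl* (431 in liver 2, others 222 to 272.5). No explanation was tested for the single genes of this paragraph other than those given next.

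In GB-IL liver 1, 11 genes of the pancreas list were at least 10 times above every other library, and pancreas tissue or its RNA in this library is a candidate explanation. A library of another tissue is argued against by 149000 CPM of hepatocyte genes, and reads shared between paralogs by 5 of 5 genes outside the trypsin, chymotrypsin and elastase families. The same library had 1999 CPM of skeletal muscle genes and 647 CPM of squamous epithelium genes, with 17 of the 27 genes of these lists at least 10 times above every other library. RNA of other tissues may account for them, but the lists were written from what had been seen in this library, so the test leaves that open. In GB-IL liver 2 squamous genes had 48.8 CPM. Reads carried over from the library of liver 1 are argued against, since *Ctrb1* was at 0.0196% of its level there and 8 squamous genes at a median of 6.88%.

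In RYGB liver 5 the intestine list was mostly *Apoa4*, which liver also makes, and intestinal tissue is argued against by *Vil1*, *Cdx2*, *Lct*, *Sis* and *Cdh17*, at 0.277 CPM at most, although *Muc2*, chosen after its values were seen, had 3.32 CPM there and at most 0.578 CPM in the other libraries. The hypoxia response list had 1663 CPM in this library, and 12 of its 19 genes were highest there of all libraries, where 1.36 would be by chance. Low oxygen in this liver or during its removal may explain the level of this list, but the list was written after values of this library were seen and the times of tissue removal are not given in the sources used here, so it stays open. In GB-IL liver 4 the adipose tissue list was 98.1% *Car3*. Fat tissue as the origin of *Car3* is argued against by *Adipoq* at 1.81 CPM, and the DIO livers had 2190 to 3030 CPM of *Car3* with at most 0.0566 CPM of *Adipoq*. That level of *Adipoq* was still the highest of all libraries (0.21 CPM at most in the others), and 5 of the 7 genes of the list were highest in this library, where 0.5 would be by chance, so a small amount of fat tissue in it is a candidate explanation for these.

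GB-IL liver 4 lay close to the DIO livers. Its correlation with the DIO mean was 0.986 and with the other GB-IL livers 0.894, and of 1554 genes in which the other 3 GB-IL livers lay above every DIO liver it did so in 21.6%, and of 1363 genes in which they lay below every DIO liver it did so in 14.4%, where 16.7% is expected of a DIO liver. In genes raised in RYGB it lay above the other DIO livers in a median of 44.3%, and DIO livers left out in turn gave 18.0 to 67.0% (median 34.5%). A wrong label may explain this and so may a weak response to the operation, and the 2 cannot be told apart because the DIO range includes the value. This liver was kept in every main result.

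Of the 449 genes higher in GB-IL, those with the largest rises among genes with a mean of at least 1 CPM and no overlap with DIO were *Gpnmb*, *Cd14* and *Shc2*, which the paper does not discuss, at log2 fold changes of 7.73, 5.22 and 5.03. No biological explanation was tested for them.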

How the results depend on the processing

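All alternatives here were set before the data were examined, and none was added later. A library batch term was not run, since the labels assign no kit to a liver.

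Genes higher and lower in GB-IL than DIO numbered 1107 and 185 with DESeq2, 615 and 38 with the exact test, 510 and 79 with voom and quality weights, 0 and 0 in the 2-group fit (2352 at an unadjusted p below 0.05), and 1 and 0 with the replicate block. They numbered 510 and 12 with no filter and 321 and 12 with a mean of at least 50 counts. With an absolute log2 fold change of at least 1 besides the FDR they numbered 432 and 13. For RYGB against DIO they were 64 and 33 with DESeq2, 239 and 180 with the exact test, 867 and 823 with voom, and 17 and 16 in the 2-group fit. For GB-IL against RYGB they were 654 and 191 with DESeq2, 203 and 32 with the exact test, 111 and 4 with voom, 25 and 2 with a mean of at least 50 counts and 49 and 2 with no filter. With each liver left out the ranges were 0 to 2228 higher and 0 to 1344 lower for GB-IL against DIO, 0 to 2 and 0 to 3 for RYGB against DIO, and 0 to 1948 and 0 to 1172 for GB-IL against RYGB (edgeR's quasi-likelihood test). The cause was not tested. RLE, robust estimation, upper quartile scaling and the GC and length correction kept the GB-IL counts within 1.5 times, except 27 lower genes with the GC and length correction.

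Of 60 results for named genes, 20 were past the FDR. None of the 20 changed sign, and 0 stayed past it in the 2-group fit, with the block, or without any 1 DIO liver, GB-IL liver 1 or GB-IL liver 2, while DESeq2 kept 20, the exact test 18 and voom 19. DESeq2 brought 9 others past it, the exact test 11, voom 13 and the omission of GB-IL liver 4 brought 7. The 8 that changed sign under some setting were not past the FDR. *Il1b* in RYGB was -0.049 with voom (-0.23 to 0.18 over omitted livers), *Slc10a1* in RYGB -0.26 to 0.048, *Abcb11* in RYGB -0.032 with the GC and length correction and -0.20 with the block (-0.078 to 0.22), *Baat* in RYGB -0.20 to 0.044, *Cyp7a1* in RYGB -0.33 with voom (-0.14 to 0.68), *Nr0b2* in GB-IL 0.048 with voom (-0.96 to 0.19), *Ptpn11* in GB-IL -0.16 with voom (-0.17 to 0.20), and *Ptpn11* in RYGB -0.024 with the GC and length correction. The cause was not tested.

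Of 27 list tests, 17 passed the FDR, and 16 to 20 did over the settings of the gene model, 14 without the printed genes, 2 with fry and 0 with an estimated correlation. Medians do not move with the test. Of the 17, none passed with an estimated correlation, and fry kept agranulocyte adhesion and inflammatory genes in GB-IL against DIO. The medians in question against DIO are those of cholesterol biosynthesis (0.88), stellate cell activation (0.89), eicosanoid signalling (0.72), agranulocyte adhesion (1.04), NF-κB (0.74), lipogenic targets (-0.77) and inflammatory genes (1.65) in GB-IL, and cholesterol biosynthesis (1.19), coagulation (0.23), stellate cell activation (0.62), agranulocyte adhesion (0.37) and lipogenic targets (-0.25) in RYGB, and those between GB-IL and RYGB are eicosanoid signalling (0.36), agranulocyte adhesion (0.87), NF-κB (0.58), lipogenic targets (-0.49) and inflammatory genes (1.47). Eicosanoid signalling in GB-IL lost its call without the printed genes (0.35), as did cholesterol biosynthesis in GB-IL (0.32) and eicosanoid signalling between GB-IL and RYGB (0.18). Coagulation in RYGB lost it with a mean of at least 50 counts (0.15, and 0.16 to 0.28 over omitted livers), and lipogenic targets in RYGB with voom (-0.16). NF-κB in RYGB came past the FDR with no filter (0.10), coagulation in GB-IL with DESeq2 (0.27), voom (0.40) and the 2-group fit (0.26), cholesterol biosynthesis between GB-IL and RYGB with DESeq2 (-0.28), voom (-0.67) and the block (-0.48), and stellate cell activation between them with the block (0.31). Signs changed, none past the FDR in camera, for eicosanoid signalling in RYGB with voom (-0.049), apoptosis in RYGB with upper quartile scaling (0.012, and -0.067 to 0.040 over omitted livers), and coagulation between GB-IL and RYGB with a mean of at least 50 counts (-0.039, and -0.12 to 0.19). The cause was not tested. The Pearson correlation of the 2 effects was 0.382 with no filter, 0.416 with voom and 0.333 to 0.519 over omitted livers, and the Spearman correlation 0.283 to 0.451.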

Differences from the paper's values

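The values compared with the paper are the bars of Fig. 5f to 5i, and none of them differs. The fold change that the paper's text gives beside *Lpl* was not compared, because its sentence leaves open which mice it describes. Of the bars of Fig. 5f to 5i, 79 were read by eye, of which 77 lay within 1.1 times the value computed here and 79 within 1.5 times, and 1 bar was not read. The readings were not blind to the values computed here.

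The paper marks 34 bars of these panels as significant, some with stars whose bar is ambiguous. Of these 33 were tested, all 33 in the direction shown, and 28 had an unadjusted p below 0.05. Past the FDR were 7 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all in GB-IL, and 0 of 17 in RYGB. Settings that call more of them are DESeq2 (14, of which 2 in RYGB), edgeR's exact test (18, of which 8 in RYGB), voom with sample quality weights (20, of which 14 in RYGB) and the fit without GB-IL liver 4 (12), and the 2-group fit calls 1, in RYGB. The paper's legend gives an analysis of variance with Dunn's test, and 5 to 10 mice per group where 4 GB-IL livers were sequenced.

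The paper counts *Slco1c1* among the raised transporters. Here it had 4, 10 and 7 counts in DIO, GB-IL and RYGB, and the intervals of both ratios include 1. The paper lists agranulocyte adhesion among the pathways increased in GB-IL, and of the 10 genes printed in Fig. 5f 6 were lower in GB-IL here, while 54 of 58 genes of the list used here were higher.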

Other observations

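The tests of the correlation below were chosen after the result was seen.

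The Pearson correlation between the effects of GB-IL and RYGB was 0.483, above all 20 simulations in which only the shared DIO livers linked the groups (mean 0.444). The Spearman correlation of 0.391 was below all 20 (mean 0.418). So was the share of genes with the same sign, 62.15% (mean 65.0%). The simulations gave each gene 1 spread for all groups. In the data the common biological coefficient of variation was 0.244 in DIO, 0.543 in GB-IL and 0.295 in RYGB. At such unequal spreads the correlation from shared livers can differ, so the simulations do not decide what the shared DIO livers alone give. The Pearson correlation was 0.333 without RYGB liver 5, 0.424 without RYGB liver 1, 0.382 with no filter and 0.416 with voom, below the lowest simulation (0.427), though the simulations were not repeated under these settings. Each simulation kept 13826 to 13879 genes, against 14252 in the data. It does not exclude that the shared livers alone account for it, and whether the 2 operations act alike stays open.

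For liver genes the paper measured by RT-PCR or immunoblot in Fig. 6b and Fig. 7b, log2 fold changes in GB-IL and RYGB were -1.06 and 0.06 for *Abcb11* (adjusted p = 0.363 in GB-IL), -0.31 and -0.50 for *Abcc3*, -0.13 and -0.47 for *Slc27a5*, -0.31 and -0.09 for *Baat*, -0.65 and 0.42 for *Cyp7a1*, -0.31 and 0.69 for *Nr0b2* and 0.07 and 0.12 for *Ptpn11*, none past the FDR in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper reports *Abcb11* and *Abcc3* as raised in RYGB by RT-PCR. By immunoblot it reports Cyp7a1 protein in GB-IL livers as strongly raised, SHP (from *Nr0b2*) as slightly raised and FXR (from *Nr1h4*) as reduced. The RNA changes of *Cyp7a1* and *Nr0b2* in GB-IL went the other way, neither past the FDR. RNA is not a measure of these proteins, which were not measured here. The GB-IL livers were split for *Cyp7a1*, with 2.84 and 15.6 CPM in livers 1 and 2 and 221 and 123 CPM in livers 3 and 4. The range in DIO was 56.9 to 230.7 CPM. For *Abcb11* livers 1 to 4 had 15.5, 38.1, 369 and 467 CPM, against 366 to 609 CPM in DIO. *Slco1a1*, chosen after its values were seen and uncertain as a member of a family of similar genes, had 223 ± 139 CPM in DIO (SD, n = 5), 47.8 ± 57.0 CPM in GB-IL (SD, n = 4) and 305 ± 248 CPM in RYGB (SD, n = 5).

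Lists of composition not given above had these means in DIO, GB-IL and RYGB, in CPM: T and NK cells 9.01, 8.76 and 6.91, B and plasma cells 40.9, 150.1 and 32.2, endothelial cells 411, 443 and 537, stellate cells and fibroblasts 460, 663 and 666, cholangiocytes 64.0, 229.9 and 88.2, hepatocytes 160000, 148800 and 162600, nuclear long RNAs 423, 563.5 and 675, blood 1104, 703 and 701, pancreas 23.6, 489 and 15.8, intestine 546.5, 905 and 1266, adipose tissue 2595, 966 and 1591, immediate early genes 190.3, 452.5 and 297, circadian clock genes 758, 749 and 565, and sex genes 118, 105 and 139. The neutrophil list had 210.2 CPM in RYGB. Besides the cell types given above, nuclear long RNAs in RYGB (exact permutation test, p = 0.0397), immediate early genes in GB-IL (p = 0.0476) and the share of counts in the 10 highest genes in GB-IL (21.75% against 19.93%, p = 0.0397) differed from DIO at an unadjusted p below 0.05, each with an adjusted p of 0.220.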
